# Improved salt tolerance of *Synechococcus elongatus* PCC 7942 by heterologous synthesis of compatible solute ectoine

**DOI:** 10.3389/fmicb.2023.1123081

**Published:** 2023-02-02

**Authors:** Zhengxin Dong, Tao Sun, Weiwen Zhang, Lei Chen

**Keywords:** cyanobacteria, salt stress, compatible solutes, ectoine, transcriptome

## Abstract

Salt stress is one of the essential abiotic stresses for the survival of cyanobacteria. However, the realization of large-scale cultivation of cyanobacteria is inseparable from the utilization of abundant seawater resources. Therefore, research on the regulatory mechanism, as well as the improvement of salt tolerance of cyanobacteria is fundamental. Ectoine, a compatible solute which was found in halophilic microorganisms, has potentiality to confer salt tolerance. Here in this article, the salt tolerance of *Synechococcus elongatus* PCC 7942 (Syn7942) was significantly improved *via* expressing the ectoine biosynthetic pathway, reaching an increased final OD_750_ by 20% under 300 mM NaCl and 80% under 400 mM NaCl than that of wild-type (WT), respectively. Encouragingly, the engineered strain could even survive under 500 mM NaCl which was lethal to WT. In addition, by introducing the ectoine synthetic pathway into the sucrose-deficient strain, the salt tolerance of the obtained strain Syn7942/Δsps-ect was restored to the level of WT under 300 mM NaCl stress, demonstrating that ectoine could substitute for sucrose to combat against salt stress in Syn7942. In order to study the difference in the regulation of mechanism on the salt adaptation process after replacing sucrose with ectoine, transcriptomic analysis was performed for Syn7942/Δsps-ect and WT. The differentially expressed gene analysis successfully identified 19 up-regulated genes and 39 down-regulated genes in Syn7942/Δsps-ect compared with WT under salt stress condition. The results also showed that the global regulation of Syn7942/Δsps-ect and WT had certain differences in the process of salt adaptation, in which Syn7942/Δsps-ect reduced the demand for the intensity of sulfur metabolism in this process. This study provides a valuable reference for further salt tolerance engineering in cyanobacteria.

## Introduction

Cyanobacteria can use solar energy and CO_2_ in the air to synthesize organic compounds, realizing the negative carbon economy in the process, which have received widespread attention as autotrophic cell factories (Kato et al., 2022; Liu et al., 2022; Tan et al., 2022). As a model cyanobacterium, *Synechococcus elongatus* PCC 7942 (hereafter Syn7942), is amenable to genetic manipulation with the development of toolboxes and has been employed as a biological chassis for chemical production (Kim et al., 2017; Sun et al., 2018; Sengupta et al., 2019; Zhang M. et al., 2022). Nowadays, it is expected to carry out industrialized production of biofuels and chemicals through the large-scale cultivation of cyanobacteria (Farrokh et al., 2019; Davies et al., 2021; Wang et al., 2021), which requires the employment of seawater resources with rich reserves (Cui et al., 2020). Therefore, research on improving the salt tolerance of cyanobacteria is required to enable their cultivation in seawater resources to produce high value-added chemicals. Moreover, as a model freshwater cyanobacterium, the engineering and regulation mechanism will provide a valuable reference for further salt tolerance engineering in cyanobacteria.

Most of halophilic microorganisms accumulate organic compatible solutes to maintain the balance of osmotic pressure of the intracellular and the external environment (Gunde-Cimerman et al., 2018). Among them, ectoine was initially found in *Ectothiorhodospira halochloris* (Galinski et al., 1985) and is widely used in the fields of food, cosmetics, and medicine (Liu et al., 2021; Kauth and Trusova, 2022; Zhang H. et al., 2022). Recent studies have shown that there was also the native synthesis of ectoine in some microalgae (Fenizia et al., 2020). The biosynthetic pathway of ectoine has been analyzed, and its heterologous synthesis has been achieved in both *Escherichia coli* and *Corynebacterium glutamicum* (Giesselmann et al., 2019; Chen J. et al., 2020; Zhang H. et al., 2022). The synthesis of ectoine depends on gene *ectB* encoding L-2,4-diaminobutyrate transaminase, *ectA* encoding 2,4-diaminobutyrate acetyltransferase, *ectC* encoding ectoine synthase, and using L-aspartate-β-semialdehyde as substrate (Göller et al., 1998; Calderón et al., 2004; Schwibbert et al., 2011). However, the only compatible solute in Syn7942 is sucrose (Klähn and Hagemann, 2011). Heterologous synthesis compatible solute to improve salt tolerance has been considered a very effective method (Waditee-Sirisattha et al., 2012; Singh et al., 2013; Cui et al., 2021). For example, the heterologous synthesis of glucosylglycerol in *Synechococcus elongatus* UTEX 2973 resulted in a 62% increase in growth under 0.5 M NaCl conditions (Cui et al., 2021). Therefore, it is feasible to synthesize ectoine heterologously to increase salt tolerance in Syn7942.

In this study, aiming to engineering the salt tolerance of the model cyanobacterium Syn7942, the first study of heterologous synthesis of ectoine in cyanobacteria was achieved, and the salt tolerance of Syn7942 was successfully improved. This provides a potential solution for improving the salt tolerance of cyanobacteria while producing high value-added products. Then, the recovery of salt tolerance of the Syn7942/Δsps-ect strain was achieved by introducing the ectoine synthesis pathway into the sucrose synthesis deficient strain (Syn7942/Δsps), indicating that ectoine was able to substitute for sucrose to combat against salt stress in Syn7942. Finally, to deciphering the mechanism of improved salt tolerance in the engineered Syn7942/Δsps-ect, the transcriptional differences between strains Syn7942/Δsps-ect and WT under salt stress condition were further studied by comparative transcriptomics, and the differentially expressed genes (DEGs) were identified. This study provided valuable information for engineering salt-tolerant cyanobacteria.

## Materials and methods

### Bacterial growth conditions and salt-stress treatment

The WT and engineered Syn7942 were grown at 37°C in BG11 liquid medium (pH 7.5) or on agar plates under a light intensity of approximately 100 μmol photons m^−2^ s^−1^ in an HNY-211B Illuminating incubator Shaker of 200 rpm in 100 ml flask (Honour, Tianjin, China). Twenty-five milligrams per liter of chloramphenicol (Solarbio, Beijing, China) was added during the culture of engineering strains. Different salt concentrations of media used in the culture process were obtained by adding a suitable amount of 3 M to 0 M NaCl BG11 medium. Cell density was measured at 750 nm (OD_750_) by an ELx808 Absorbance Microplate Reader (BioTek, VT, United States). *E. coli* TOP10 was grown in LB liquid medium or LB agar plates, with 50 mg/l of chloramphenicol or spectinomycin for screening and maintaining the stability of engineered bacteria.

### Construction of strains and plasmids

The strains used in this study are listed in Table 1. Among them, *E. coli* TOP10 was used for plasmid construction. pSI-ect vector with a chloramphenicol-resistant cassette was constructed for express ectoine production cassette based on laboratory plasmid (Li et al., 2018). To knock out the sucrose production pathway and express the ectoine synthesis pathway after the knockout of the sucrose production pathway, pSPS-ect was constructed by replacing the upstream and downstream homologous arms based on pSI-ect, and pSPS was built by deleting an ectoine expression cassette based on pSPS-ect. Primers and plasmids used for this study are listed in Supplementary Table S1. All primers were synthesized by Azenta (Suzhou, China). The genes *ectA*, *ectB*, and *ectC* were synthesized by Azenta based on the *Halomonas elongata* after codon optimization. The sequences are shown in Supplementary Table S2. The template plasmids were purified by FastPure Plasmid Mini Kit (Vazyme Biotech, Nanjing, China). The target fragments were amplified by Phanta Super-Fidelity DNA Polymerase (Vazyme Biotech, Nanjing, China) and purified by FastPure Gel DNA Extraction Mini Kit (Vazyme Biotech, Nanjing, China). Then, fragments were ligated by ClonExpress MultiS One Step Cloning Kit (Vazyme Biotech, Nanjing, China) or Golden Gate (Thermo Fisher Scientific Inc., CA, United States). All constructs were verified by PCR and Sanger sequencing. After the constructed plasmids were extracted and cut through NdeI (Thermo Fisher Scientific Inc., CA, United States), and were transformed into Syn7942 by the method of natural transformation.

**Table 1:** Strains used in this study.

**Strains**	**Genotype or relevant features**	**References**
WT	*Synechococcus elongatus* PCC 7942	Laboratory storage
Syn7942/NSI-ect	NSI:P_cpc560_-ectABC-T_rbcL_; cm^R^	In this study
Syn7942/Δsps	Synpcc7942_0808:Pcat-cm^R^-T_rrnB_;cmR	In this study
Syn7942/Δsps-ect	Synpcc7942_0808:P_cpc560_-ectABC-T_rbcL_	In this study

### Ectoine extraction and measurement

One milligram liter of cultures on the 7th day was taken out and placed at −80°C. When preparing the samples, the cultures were taken out from −80°C, placed at 70°C for 2 h, centrifuged at 13,000 rpm. And the supernatant was taken for ectoine concentration determination. Based on the previous study (Ning et al., 2016), the ectoine was detected using high-performance liquid chromatography (Agilent 1,260 Series HPLC, Agilent Technologies, Santa Clara, CA, United States), and the concentration of ectoine in the samples was determined using the ectoine standard (Sigma-Aldrich, Shanghai, China). The chromatographic column was Ultimate AQ-C18, 5 μm 4.6*250 mm (Welch, China), and the mobile phase condition was ultrapure water of 0.6 ml/min. The ectoine was monitored using a UV detector at a wavelength of 210 nm.

### Transcriptomic analysis

WT and Syn7942/Δsps-ect were cultured in BG11 medium with 0 mM as control-1 and control-2 and 300 mM NaCl as experimental-1 and experimental-2, respectively. On the fourth day, samples were collected and sent to Azenta for transcriptome sequencing and data analysis. Each sample had three biological replicates. The log_2_(fold-change) > 1.5 and the *value of p* <0.05 were set as the threshold for DEGs identification. KEGG enrichment analysis was done using TBtools (Version v1.098769; Chen C. et al., 2020). There was still a small number of reads for the *Synpcc7942_0808* gene in Syn7942/Δsps-ect. 

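In the deposited counts, the libraries of WT held 1276 to 1725 reads of Synpcc7942_0808 at 0 mM NaCl and 6110 to 7325 at 300 mM NaCl. The libraries of Syn7942/Δsps-ect, in which the ectoine cassette stands in place of this gene, held 19 to 32 and 20 to 45 reads. The log2 fold change of Syn7942/Δsps-ect against WT was -5.54 (standard error 0.28, adjusted p = 3.30e-08) at 0 mM NaCl and -7.38 (standard error 0.30, adjusted p = 1.47e-09) at 300 mM NaCl in edgeR's quasi-likelihood test. The next gene, Synpcc7942_0809, annotated as a conserved hypothetical protein, was higher in Syn7942/Δsps-ect, with 1559 ± 383 CPM (counts scaled by edgeR to the size of the library, mean ± SD, n = 3) against 43.3 ± 6.08 in WT at 0 mM NaCl and 544 ± 195 against 82.8 ± 8.38 at 300 mM NaCl. Its log2 fold changes were 5.17 (standard error 0.30, adjusted p = 9.93e-08) and 2.72 (standard error 0.27, adjusted p = 3.88e-05). Synpcc7942_0810 was higher at 0 mM NaCl, with a log2 fold change of 3.25 (standard error 0.47, adjusted p = 0.00163), and had 0.16 (adjusted p = 0.803) at 300 mM NaCl, a value that turned to -0.11 when only library sizes were scaled. On the other side of the replaced gene, Synpcc7942_0807 had 0.49 (adjusted p = 0.392) in edgeR at 0 mM NaCl, where limma-voom gave 0.71 with an adjusted p of 0.0206, and 2.04 (standard error 0.29, adjusted p = 0.000606) at 300 mM NaCl. Synpcc7942_0806 had 0.26 (adjusted p = 0.559) at 0 mM NaCl, which became -0.12 with library sizes only. As a list of 4 genes, these neighbours were higher than other genes at 0 mM NaCl (camera adjusted p = 4.08e-11, adjusted p = 0.0168 with an estimated correlation), with 2 higher and 0 lower at an adjusted p under 0.05 over all genes (2 and 0 adjusted over the list alone). At an unadjusted p, by DESeq2 and by limma-voom, 0, 0 and 0 were lower. At 300 mM NaCl the camera test of the list gave an adjusted p = 0.0174, and adjusted p = 0.334 with an estimated correlation.

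**Figure D1:**
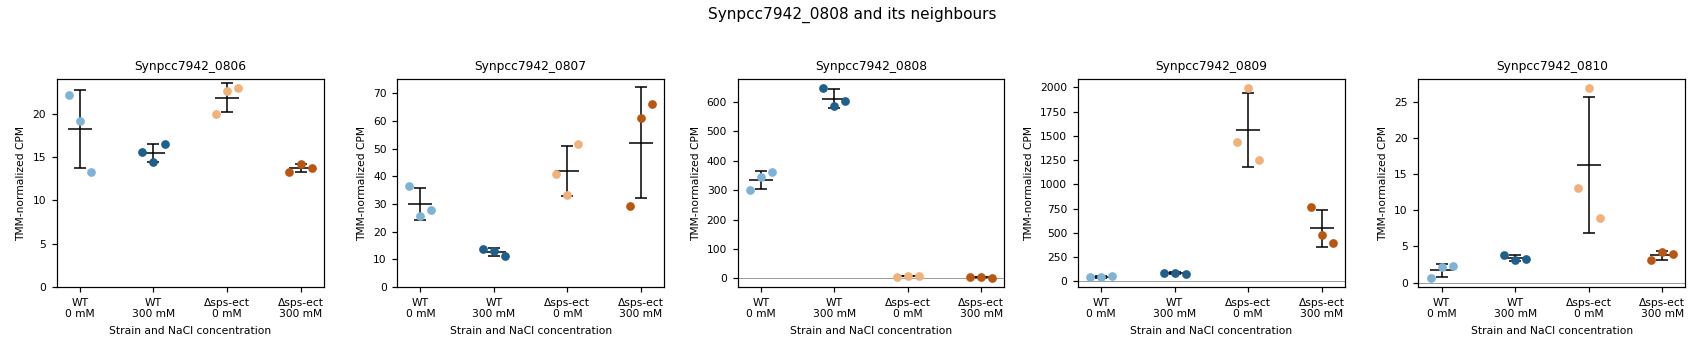
TMM-normalized counts (CPM, linear axis of its own in each panel) of Synpcc7942_0806 to Synpcc7942_0810 in WT and Syn7942/Δsps-ect at 0 and 300 mM NaCl. Points are the 3 libraries of a group, horizontal marks are means and error bars are SD; the mean of Synpcc7942_0809 at 0 mM NaCl was 43.3 in WT and 1559 in Syn7942/Δsps-ect.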

In order to exclude data interference, the number of reads for the *Synpcc7942_0808* gene in Syn7942/Δsps-ect was ignored.

The transcriptome data has been uploaded to GEO database (GSE222067).

## Results and discussion

### Improved salt tolerance of Syn7942 by heterologous expression of the ectoine biosynthetic pathway

The gene cluster *ectABC* was codon-optimized for Syn7942 and then has been chemically synthesized and introduced into the NSI site of Syn7942 afterwards. The expression is controlled by the strong promoter P_cpc560_ (Figure 1). This engineered strain was named Syn7942/NSI-ect. To evaluate the salt tolerance of Syn7942/NSI-ect, WT was selected as the control strain, and the growth curves of Syn7942/NSI-ect and WT were measured in BG11 medium with addition of 0, 100, 200, 300, 400, and 500 mM NaCl, respectively. Under the growth condition of 0 mM NaCl, the OD_750_ of Syn7942/NSI-ect was decreased by 19% compared with that of WT on the 7th day, which may be caused by the competition between ectoine synthesis pathway and endogenous amino acid metabolism pathway for L-aspartate-4-semialdehyde. And the growth of Syn7942/NSI-ect and WT was almost the same under 100 and 200 mM NaCl conditions, while the OD_750_ of Syn7942/NSI-ect on the 7th day was increased by 20% than that of WT under 300 mM NaCl and increased by 80% under the condition of 400 mM NaCl (Figure 2A; Supplementary Figures S1A,B), demonstrating the improved salt tolerance of strain Syn7942/NSI-ect. Under 500 mM NaCl condition, the OD_750_ of Syn7942/NSI-ect on the 7th day could reach 0.362 while WT could not survive at all. This suggested that the salt tolerance of Syn7942 could be improved by the introduction of ectoine biosynthesis pathway.

**Figure 1:**
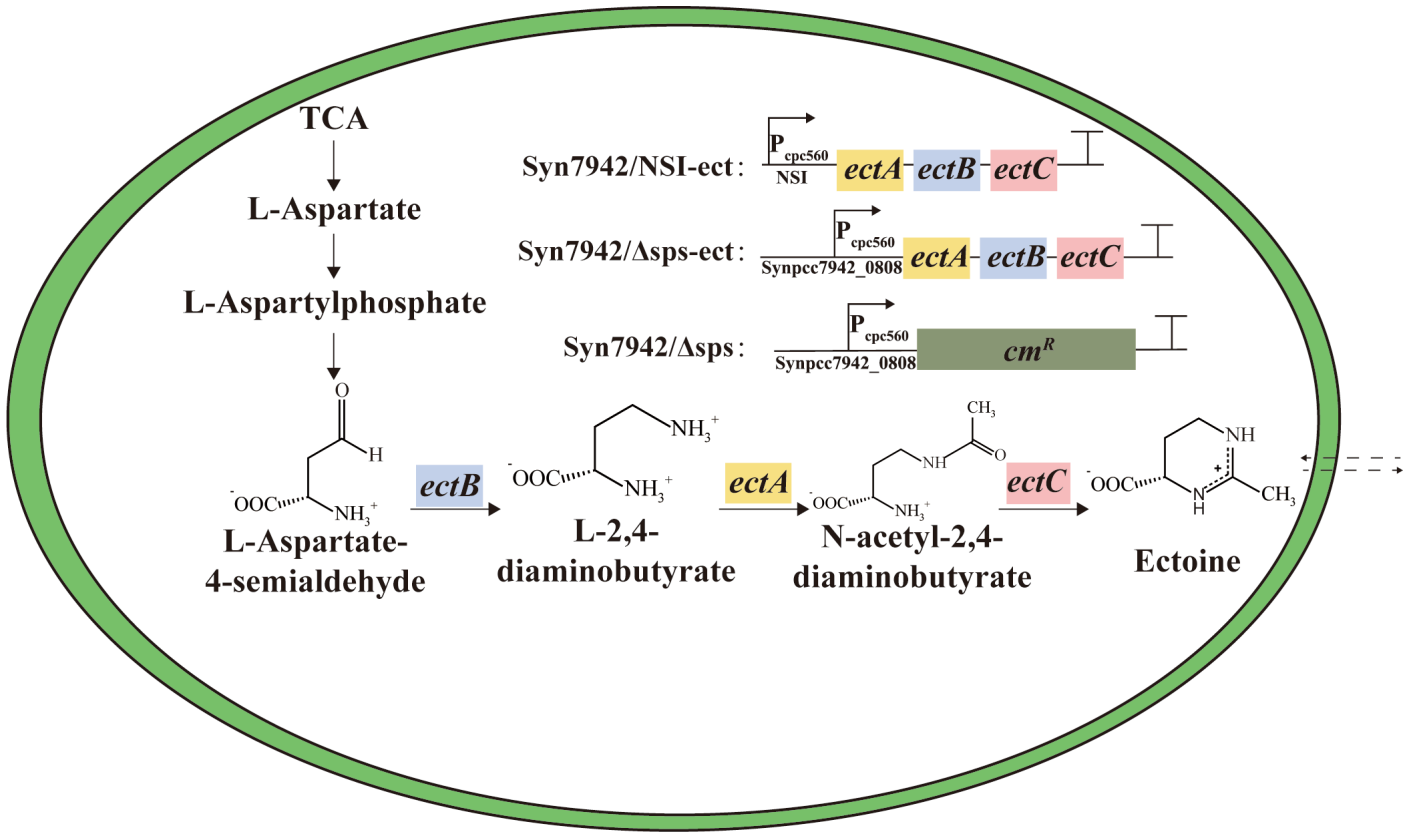
The reconstructed ectoine biosynthetic pathway in Syn7942. Syn7942/NSI-ect: indicates that the expression cassette indicated in the legend was inserted at the neutral site I (NSI); Syn7942/Δsps and Syn7942/Δsps-ect: indicate that the endogenous *Synpcc7942_0808* gene was replaced using the expression cassette in the legend; TCA: indicates tricarboxylic acid cycle.

**Figure 2:**
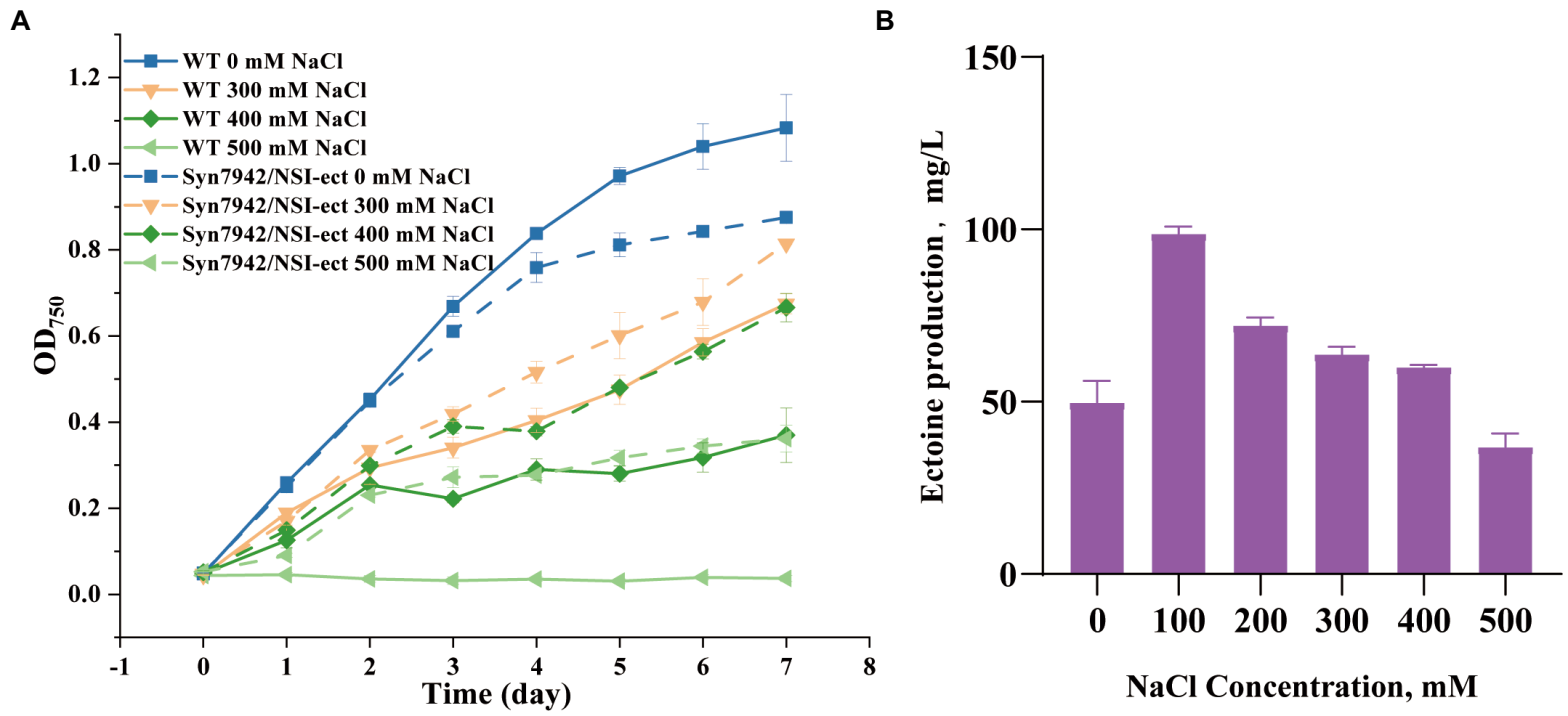
Growth curves and ectoine production of WT and Syn7942/NSI-ect. **(A)** Growth curves of WT and Syn7942/NSI-ect under 0, 300, 400, 500 mM NaCl; **(B)** Ectoine production of Syn7942/NSI-ect under 0, 100, 200, 300, 400, 500 mM NaCl.

The production of ectoine in Syn7942/NSI-ect under different salt concentrations on the 7th day was then determined using the external standard method. The standard curve was shown in Supplementary Figure S2. As shown in Figure 2B, under the condition of 0 mM NaCl, the yield of ectoine was 49.8 mg/l in Syn7942/NSI-ect. Moreover, under 100 mM NaCl, the yield of ectoine was significantly increased, reaching 98.9 mg/l. It has also been reported that ectoine production increased with the concentration of NaCl in the environment (Ning et al., 2016; Yu et al., 2022), and this phenomenon also occurred in the synthesis of glucosylglycerol and sucrose (Song et al., 2016; Cui et al., 2021). With the further increase of salt concentration, the yield of ectoine decreased compared with under 100 mM NaCl, most probably due to the worse growth caused by salt stress.

In previous studies, the salt environment was reported to be favorable for the synthesis of ectoine (Ning et al., 2016). Here, our results showed that the synthesis of ectoine could significantly improve the salt tolerance of Syn7942/NSI-ect, and the amount of ectoine synthesis was responsive to the high-salt environment.

### Ectoine could substitute for sucrose to combat against salt stress in Syn7942

The accumulation of compatible solutes is an essential way for microorganisms to resist the high-salt environment, and the only compatible solute in Syn7942 is sucrose (Klähn and Hagemann, 2011). The loss of the sucrose synthesis pathway led to the generation of a salt-sensitive strain, which indicated that sucrose was the only compatible solute. However, sucrose is not considered an ideal osmocompatible substance against salt stress (Klähn and Hagemann, 2011). In a study of adaptations to salt tolerance in *Synechocystis* sp. PCC 6803, the accumulation of glucosylglycerol was much higher than sucrose, and the contribution of glucosylglycerol was much higher than that of sucrose during the salt adaptation process; therefore, in natural selection, sucrose was more critical as an energy storage substance rather than playing a role in salt tolerance (Klähn et al., 2021). As a compatible solute retained by natural evolution in halophilic bacteria (Göller et al., 1998), ectoine was believed to have unique advantages in salt tolerance. Here, to clarify the role of ectoine and exclude the influence of the native compatible solute sucrose in salt stress adaption in Syn7942, the sucrose production pathway of Syn7942 was knocked out to obtain strain Syn7942/Δsps. The growth of Syn7942/Δsps was measured under the conditions of 0, 100, 200, 300, 400, and 500 mM NaCl (Supplementary Figure S1C), and the results showed that the OD_750_ of Syn7942/Δsps on the 7th day was decreased to 62% under the 100 mM NaCl condition, 36% under the 200 mM NaCl condition compared with WT, and the strain could not survive under the 300 mM NaCl condition (Figure 3A).

**Figure 3:**
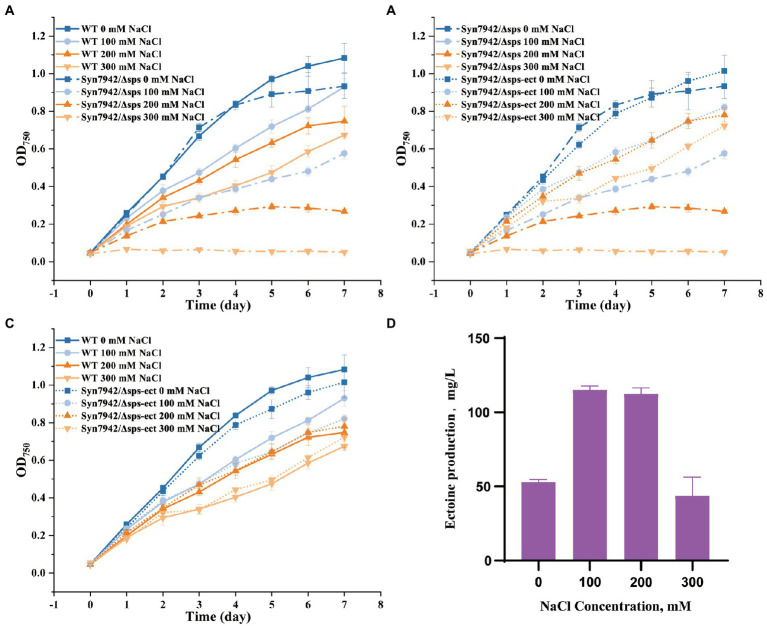
Growth curves and ectoine production of WT, Syn7942/Δsps, and Syn7942/Δsps-ect. **(A)** Growth curves of WT and Syn7942/Δsps under 0, 100, 200, 300 mM NaCl; **(B)** Growth curves of Syn7942/Δsps and Syn7942/Δsps-ect under 0, 100, 200, 300 mM NaCl; **(C)** Growth curves of WT and Syn7942/Δsps-ect under 0, 100, 200, 300 mM NaCl; **(D)** Ectoine production of Syn7942/Δsps-ect under 0, 100, 200, 300 mM NaCl.

Next, the ectoine synthesis module was introduced into Syn7942 instead of sucrose synthesis to obtain strain Syn7942/Δsps-ect; and the salt-adaptive ability was then investigated for growth at 0, 100, 200, 300, 400, and 500 mM NaCl, respectively (Supplementary Figure S1D). As shown in Figures 3B,C, compared with Syn7942/Δsps, the introduction of the ectoine synthesis module successfully recovered the salt tolerance of Syn7942/Δsps to WT level under 100, 200 and 300 mM NaCl conditions. Ectoine production was also determined in Syn7942/Δsps-ect grown under different salt concentrations. As shown in Figure 3D, the yield of ectoine on the 7th day was 53 mg/l under 0 mM NaCl, the similar level as that of Syn7942/NSI-ect. The yields of ectoine in Syn7942/Δsps-ect grown under 100, 200, and 300 mM NaCl conditions were 115.2 mg/L, 112.5 mg/L, and 72.9 mg/L, respectively, which were slightly improved compared with the yields in Syn7942/NSI-ect under the same conditions, probably due to that an additional part of ectoine need to be synthesized to make up for the lack of sucrose under the condition of salt stress. In addition, in Syn7942/Δsps-ect the lack of sucrose accumulation saved a part of carbon source for ectoine synthesis.

### Global transcriptomic analysis

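RNA of WT and of Syn7942/Δsps-ect, the strain in which the ectoine cassette replaced the sucrose-phosphate synthase gene Synpcc7942_0808, was sequenced on day 4 at 0 and 300 mM NaCl, with 3 biological replicates in each of 4 groups. The authors' deposited table gives, for 2719 genes and 12 libraries, whole-number read counts and FPKM values. The counts were used for every test. Total counts per library were 5062985 to 6358910 (median 5579344) in WT at 0 mM NaCl, 6180342 to 7501186 (median 6546915) in WT at 300 mM NaCl, 5613364 to 7171086 (median 5725006) in Syn7942/Δsps-ect at 0 mM NaCl and 6443000 to 6507904 (median 6498807) in Syn7942/Δsps-ect at 300 mM NaCl. The 2667 genes that passed edgeR's filter on low counts were tested in 1 model of the 4 groups by edgeR's quasi-likelihood test, after TMM scaling, which sets the bulk of the genes equal between libraries. A DEG had an absolute log2 fold change above 1.5 and an adjusted p under 0.05 (Benjamini-Hochberg), and Synpcc7942_0808 was not counted where Syn7942/Δsps-ect was compared. The 10 most abundant genes took 38.1% to 39.3% of the counts in WT and 40.1% to 46% in Syn7942/Δsps-ect at 0 mM NaCl, and 25.4% to 29.2% and 24.6% to 28.6% at 300 mM NaCl. Scaling by library sizes alone moved the median log2 fold change of all genes with salt from 0.02 to 1.15 in WT and from 0.09 to 1.32 in Syn7942/Δsps-ect, so changes are given relative to the median gene. In a principal component analysis, the first component held 66.6% of the variance and the second 12.3%. On the second, replicate 1 of Syn7942/Δsps-ect at 300 mM NaCl stood at 0.03, apart from the other replicates of its group at -25.8 and -26.5. Pathways were represented by 42 gene lists, read mainly from the product descriptions and otherwise taken from loci that the paper names or beside Synpcc7942_0808. Part of the paper's Supplementary Table S3 had been opened when the plan was written, so its values count as seen. For each list, members at an adjusted p under 0.05 were counted without the fold threshold. The camera test of limma asked whether the list moved relative to all other genes, with a preset correlation of 0.01 between genes or an estimated one, and a one-sided Fisher exact test asked whether DEGs were enriched in it. Where a count is 0, square brackets give the counts at an unadjusted p under 0.05 in edgeR and at an adjusted p under 0.05 by DESeq2 and by limma-voom, in this order. A camera result with an estimated correlation is given beside the preset one, and in the tests printed at the paper's conclusions only that of the neighbours of Synpcc7942_0808 at 0 mM NaCl passed with both.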

To explore the working mechanism of ectoine in salt stress adaptation in Syn7942/Δsps-ect, comparative transcriptomic analysis was performed in Syn7942/Δsps-ect and WT, under 0 and 300 mM NaCl conditions, respectively. 

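Counts above 0 were found for at least 98.8% of the 2719 genes of the table in each of the 12 libraries. The counts of the table summed to 5062985 to 7501186 per library, and these sums are the depth behind every value given here. The paper's number of mapped reads is larger and was not used. The most abundant transcripts differed between the NaCl concentrations. Synpcc7942_2401, encoding the heat shock protein Hsp20, took 3.61% of all counts in WT at 0 mM NaCl and 0.0671% at 300 mM NaCl (means of 3 libraries), and 5.67% and 0.174% in Syn7942/Δsps-ect. Synpcc7942_2048, encoding the photosystem I core protein PsaB, went from 1.81% to 5.53% in WT and from 1.52% to 3.51% in Syn7942/Δsps-ect, and Synpcc7942_2049, encoding PsaA, from 0.986% to 4.64% and from 0.744% to 2.78%. The porin gene Synpcc7942_1635 went from 0.182% to 4.35% in WT and from 0.129% to 2.23% in Syn7942/Δsps-ect. These shares are of all counts and carry no test.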

After data quality control, more than 16 million reads per sample were mapped to the reference genome, and the detected genes in each sample covered more than 94% of all the predicted genes (Supplementary Table S3).

As shows in Figure 4, under 0 mM NaCl condition, only 11 DEGs were identified between Syn7942/Δsps-ect and WT. This indicated that under the condition of 0 mM NaCl, ectoine synthesis did not have significant effect on the overall metabolism.

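At 0 mM NaCl, 15 genes were up-regulated and 9 down-regulated in Syn7942/Δsps-ect compared with WT by edgeR's quasi-likelihood test. The gene beside the replaced locus, Synpcc7942_0809, had the largest log2 fold change among them. Synpcc7942_1488 to Synpcc7942_1491, annotated as nitrate transport proteins and known in this species as the bicarbonate transporter CmpABCD, had log2 fold changes of 3.69 for Synpcc7942_1490, 3.19 for Synpcc7942_1491, 2.54 for Synpcc7942_1489 and 2.42 for Synpcc7942_1488 (standard errors 0.36 to 0.45, largest adjusted p = 0.00525). Synpcc7942_2092 and Synpcc7942_2091, subunits of the inducible CO2 uptake complex, had 2.62 (standard error 0.52, adjusted p = 0.0184) and 1.99 (standard error 0.42, adjusted p = 0.0239), and the carbonate dehydratase gene Synpcc7942_1423 had 1.54 (standard error 0.37, adjusted p = 0.0416). On the log2 scale, the fold change was 3.21 (standard error 0.55, adjusted p = 0.00649) for the sulfiredoxin gene Synpcc7942_0108, 2.43 (standard error 0.56, adjusted p = 0.0329) for the thioredoxin reductase gene Synpcc7942_0623 and 2.31 (standard error 0.37, adjusted p = 0.00375) for Synpcc7942_0109, which encodes a DNA-binding ferritin-like protein. The regulator gene Synpcc7942_0110 had 1.83 (standard error 0.40, adjusted p = 0.0296). With only the 2 groups in the model, the adjusted p was 0.0852 for Synpcc7942_0623 and 0.075 for Synpcc7942_0110. Down-regulated genes included the imelysin peptidase gene Synpcc7942_1462 at -3.28 (standard error 0.37, adjusted p = 0.000212), the thiol oxidoreductase-like gene Synpcc7942_1461 at -3.10 (standard error 0.42, adjusted p = 0.00119), the transporter gene Synpcc7942_2175 at -2.47 (standard error 0.29, adjusted p = 0.000286) and Synpcc7942_0371, encoding homoserine O-succinyltransferase, at -1.54 (standard error 0.32, adjusted p = 0.0199). In all 24 DEGs no library of one strain overlapped the other, as in 25.8% of all tested genes, where chance gives 10%. The counts moved with single libraries. They were 8 and 5 without WT replicate 2, 29 and 33 without WT replicate 3 and 14 and 71 with library sizes only. Without WT replicate 2 the adjusted p was 0.0531 for Synpcc7942_0108, 0.0531 for Synpcc7942_1489, 0.104 for Synpcc7942_2092, 0.105 for Synpcc7942_2091, 0.139 for Synpcc7942_0623, 0.12 for Synpcc7942_0110, 0.139 for Synpcc7942_1423 and 0.0825 for Synpcc7942_0371. Of the 12 fits that each left out 1 library, the call ended in 7 for Synpcc7942_0623, 7 for Synpcc7942_1423, 5 for Synpcc7942_0371, 3 for Synpcc7942_2091, 3 for Synpcc7942_0110 and 2 for Synpcc7942_2092.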

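Of the 42 gene lists, porin genes changed most at 0 mM NaCl relative to their number, with 1 of 4 higher and 2 lower in Syn7942/Δsps-ect (1 and 2 adjusted over the list alone). The log2 fold change was 1.80 (standard error 0.30, adjusted p = 0.00527) for Synpcc7942_1464, -3.58 (standard error 0.49, adjusted p = 0.00119) for Synpcc7942_1607 and -3.07 (standard error 0.34, adjusted p = 0.000212) for Synpcc7942_1463 in edgeR, and the down-regulated members were more than chance gives (one-sided Fisher exact test, adjusted p = 0.00182). The camera test gave an adjusted p = 0.0268, and adjusted p = 0.67 with an estimated correlation. In nitrogen uptake and assimilation, 3 of 24 members were higher and 0 [2, 0, 3] lower (3 and 0 adjusted over the list alone; Fisher exact test for up-regulated genes, adjusted p = 0.00896). These 3 were Synpcc7942_1489, Synpcc7942_1490 and Synpcc7942_1491 of the bicarbonate transporter. The 54 ribosomal protein genes had a median log2 fold change of 0.27 with 0 [8, 1, 6] higher and 0 [3, 1, 3] lower in edgeR, and the list moved up relative to other genes (camera adjusted p = 0.0105, adjusted p = 0.74 with an estimated correlation). Among other metabolic lists, 2 genes of the NADH dehydrogenase complex were higher and 0 [2, 1, 1] lower (2 and 0 adjusted over the list alone), 1 and 1 of sulfur assimilation (1 and 2 adjusted over the list alone) and 1 and 0 [0, 0, 0] of Rubisco and carbon concentration (2 and 0 adjusted over the list alone). Of 24 genes of the Calvin cycle, glycolysis and pentose phosphate pathway, 0 [0, 0, 1] were higher and 0 [2, 0, 2] lower in edgeR (0 and 0 adjusted over the list alone), and the list's median log2 fold change was -0.23. From the small number of DEGs at 0 mM NaCl, the paper concludes that ectoine synthesis had no significant effect on the overall metabolism in this condition.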

**Figure 4:**
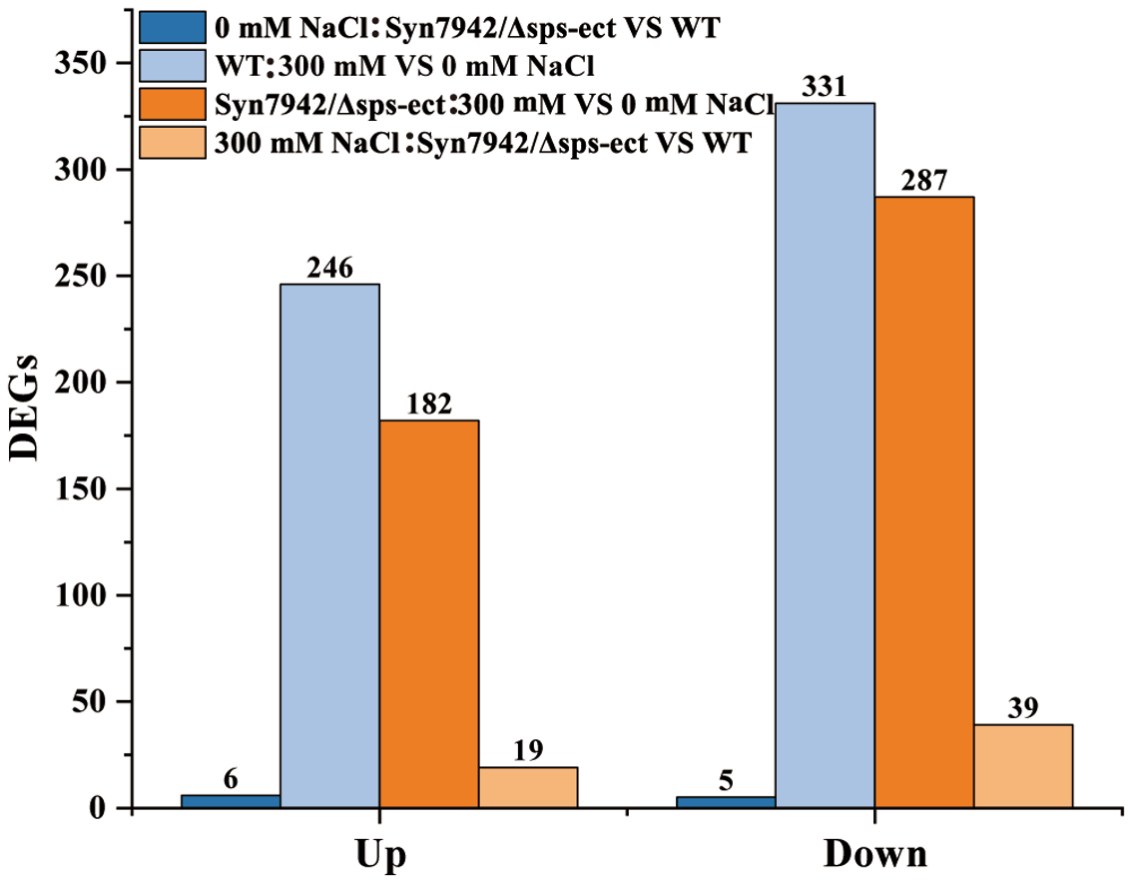
DEGs identified in transcriptomic analysis. WT: 300 mM *VS* 0 mM NaCl indicates the DEGs of WT under 300 mM NaCl compared with 0 mM NaCl condition; Syn7942/Δsps-ect: 300 mM *VS* 0 mM NaCl indicates the DEGs of Syn7942/Δsps-ect under 300 mM NaCl compared with 0 mM NaCl condition; 0 mM NaCl: Syn7942/Δsps-ect *VS* WT indicates the DEGs of Syn7942/Δsps-ect grown in 0 mM NaCl condition compared to WT; 300 mM NaCl: Syn7942/Δsps-ect *VS* WT indicates the DEGs of Syn7942/Δsps-ect grown in 300 mM NaCl condition compared to WT.

#### Analysis of global regulation of salt adaptation in WT and Syn7942/Δsps-ect

In the WT, 246 genes were up-regulated and 331 down-regulated when grown in presence of 300 mM NaCl compared to the reference conditions (0 mM NaCl). 

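In WT, 267 genes were up-regulated and 335 down-regulated at 300 mM NaCl by edgeR's quasi-likelihood test. S-adenosylmethionine decarboxylase, an enzyme of polyamine synthesis, is encoded by Synpcc7942_2249 and Synpcc7942_2043, which rose with log2 fold changes of 5.40 (standard error 0.43, adjusted p = 3.25e-07) and 3.61 (standard error 0.24, adjusted p = 9.29e-08). Other genes that rose had 3.90 (standard error 0.46, adjusted p = 7.05e-06) for Synpcc7942_1606, encoding a fasciclin-domain protein, 3.47 (standard error 0.29, adjusted p = 5.52e-07) for the porin gene Synpcc7942_1635 and 3.22 (standard error 0.29, adjusted p = 8.74e-07) for the peptidoglycan-binding gene Synpcc7942_0598. The carboxysome genes Synpcc7942_1423, encoding carbonate dehydratase, and Synpcc7942_1422, encoding the shell protein CcmL, had 3.73 (standard error 0.40, adjusted p = 3.25e-06) and 3.58 (standard error 0.41, adjusted p = 5.32e-06). The ribosomal protein L10 gene Synpcc7942_0632 rose by 3.13 and the lipoprotein gene Synpcc7942_0829 by 4.54 on the log2 scale (adjusted p = 9.29e-08 and 5.72e-07). Among the genes that fell were Synpcc7942_2604, encoding subunit III of cytochrome c oxidase, at -5.15 (standard error 0.41, adjusted p = 3.21e-07), Synpcc7942_2540, encoding a blue-copper protein, at -5.12 (standard error 0.29, adjusted p = 3.58e-08), Synpcc7942_2384, encoding pyruvate:ferredoxin oxidoreductase, at -5.08 (standard error 0.42, adjusted p = 5.18e-07) and the photosystem II W protein gene Synpcc7942_2478 at -5.59 (standard error 0.39, adjusted p = 1.17e-07). Other log2 fold changes were -6.01 for Synpcc7942_1089, -5.73 for Synpcc7942_0251, -5.15 for Synpcc7942_2386, -5.10 for Synpcc7942_1573, -4.92 for Synpcc7942_1849, -4.46 for Synpcc7942_1648 and -4.01 for Synpcc7942_1570, which encode an ATPase, an exonuclease, the hydrogenase maturation protein HypD, a 3-oxoacyl-ACP reductase, the sigma factor SigC, a regulator of the FUR family and a heavy metal ATPase (largest adjusted p = 7.21e-05). For 599 of the 602 DEGs the libraries at 300 and 0 mM NaCl did not overlap, as for 70.6% of all tested genes, where chance gives 10%. Scaled by library sizes alone, in place of TMM, the counts were 1036 and 128, and 395 of the 602 DEGs were called with the same sign.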

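In Syn7942/Δsps-ect, 212 genes were up-regulated and 309 down-regulated at 300 mM NaCl by edgeR's quasi-likelihood test. The polyamine synthesis genes Synpcc7942_2249 and Synpcc7942_2043 rose here too, with log2 fold changes of 4.49 (standard error 0.42, adjusted p = 1.61e-06) and 3.16 (standard error 0.22, adjusted p = 2.16e-07), as did Synpcc7942_0829 with 6.06 (standard error 0.42, adjusted p = 1.87e-07), Synpcc7942_1606 with 4.37 (standard error 0.47, adjusted p = 4.93e-06) and the porin gene Synpcc7942_1635 with 2.86 (standard error 0.28, adjusted p = 2.59e-06). The rare lipoprotein A gene Synpcc7942_1152 and the thioredoxin gene Synpcc7942_1978 had 4.07 (standard error 0.47, adjusted p = 8.35e-06) and 3.03 (standard error 0.22, adjusted p = 2.68e-07). The bicarbonate transporter genes fell, with -4.68 (standard error 0.47, adjusted p = 2.94e-06) for Synpcc7942_1490, -4.89 (standard error 0.39, adjusted p = 4.30e-07) for Synpcc7942_1491 and -4.41 (standard error 0.54, adjusted p = 1.38e-05) for Synpcc7942_1475, which encodes the sodium-dependent bicarbonate transporter SbtA. On the log2 scale, the fold change was -6.82 (standard error 1.25, adjusted p = 0.000398) for the rubrerythrin gene Synpcc7942_1649, -3.87 (standard error 0.55, adjusted p = 4.79e-05) for the sulfiredoxin gene Synpcc7942_0108 and -3.74 (standard error 0.59, adjusted p = 0.000119) for the thioredoxin reductase gene Synpcc7942_0623. Synpcc7942_1089, Synpcc7942_0251, Synpcc7942_1648 and Synpcc7942_2384 had -5.88, -4.38, -4.52 and -4.52 (largest adjusted p = 5.62e-05). For 515 of the 521 DEGs the libraries of the 2 NaCl concentrations did not overlap, against 58.8% of all tested genes and 10% by chance. Without replicate 1 at 300 mM NaCl, which stands apart from the other replicates of its group, the counts were 195 and 339. Without TMM scaling they were 1150 and 82, and 294 of the 521 DEGs were called with the same sign.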

The same comparison revealed 182 up-regulated and 287 down-regulated genes in strain Syn7942/Δsps-ect (Figure 4). Among them, 104 up-regulated and 198 down-regulated genes were shared between WT and Syn7942/Δsps-ect (Supplementary Figure S3), suggesting that these DEGs played important roles in the salt stress adaption process in both strains of Syn7942/Δsps-ect and WT.

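Of the genes called in both strains, 126 were up-regulated in both and 218 down-regulated in both, where independent lists would share 21.2 and 38.8 (one-sided Fisher exact test, p = 4.41e-82 and 4.24e-156). Synpcc7942_2249, Synpcc7942_2043 and Synpcc7942_1635 were among the shared up-regulated genes and Synpcc7942_1089, Synpcc7942_0251 and Synpcc7942_2384 among the shared down-regulated ones. A further 141 up-regulated and 117 down-regulated genes were called in WT and not in Syn7942/Δsps-ect, and 86 and 91 in Syn7942/Δsps-ect and not in WT. A call in one strain and not in the other is not a difference between them. Tested directly, the salt response of Syn7942/Δsps-ect was higher than that of WT for 50 genes and lower for 74 (edgeR, interaction of strain and NaCl, log2 difference above 1.5 and adjusted p under 0.05). Only 2 genes were called in opposite directions. Synpcc7942_1689, a sulfurtransferase gene, had 2.12 (standard error 0.42, adjusted p = 0.000624) in WT and -1.57 (standard error 0.42, adjusted p = 0.00569) in Syn7942/Δsps-ect, and Synpcc7942_1683, named here after its values were seen, had 1.54 (standard error 0.55, adjusted p = 0.0262) and -1.89 (standard error 0.59, adjusted p = 0.0148). Without WT replicate 1 at 0 mM NaCl, Synpcc7942_1683 had an adjusted p of 0.0991 in WT, and without Syn7942/Δsps-ect replicate 2 at 0 mM NaCl 0.232 in Syn7942/Δsps-ect, where it was 0.268 with library sizes only and 0.0695 by limma-voom. By library sizes alone, the fall of Synpcc7942_1689 in Syn7942/Δsps-ect did not pass, and 820 and 56 genes were shared. From the shared DEGs, the paper proposes that they played important roles in salt adaptation in both strains.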

KEGG pathway enrichment analysis was performed on DEGs of WT and Syn7942/Δsps-ect (Figure 5). Up-regulated genes of WT were mainly enriched in “nitrogen metabolism,” “energy metabolism,” “ABC transporters,” “membrane transport,” “O-antigen nucleotide sugar biosynthesis,” “metabolism,” “sulfur metabolism,” “peptidoglycan biosynthesis and degradation proteins,” “oxidative phosphorylation,” “transporters,” “photosynthesis proteins,” “amino sugar and nucleotide sugar metabolism,” and “biosynthesis of other secondary metabolites.” 

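In WT, 17 of 32 genes of nucleotide sugar and polysaccharide synthesis rose at 300 mM NaCl and 4 fell (17 and 5 adjusted over the list alone; camera adjusted p = 0.0249, adjusted p = 0.438 with an estimated correlation; Fisher exact test for up-regulated genes, adjusted p = 0.634). The list of Rubisco and carbon concentration had 9 of 15 higher and 2 lower (9 and 2 adjusted over the list alone) and more up-regulated members than chance gives (one-sided Fisher exact test, adjusted p = 0.0459). Of its 6 up-regulated members, 1 is Synpcc7942_2107, which the paper names as a nitrogen transporter gene. The camera test of the list gave an adjusted p = 0.0174, and adjusted p = 0.67 with an estimated correlation. Of 16 phycobilisome genes, which encode the light-harvesting antenna, 10 rose and 0 [0, 0, 0] fell (10 and 0 adjusted over the list alone; camera adjusted p = 0.0342, adjusted p = 0.763 with an estimated correlation). The linker gene Synpcc7942_0328 had a log2 fold change of 1.81 (standard error 0.29, adjusted p = 0.000128) in edgeR. Of 24 photosystem II genes, 6 rose and 6 fell (6 and 6 adjusted over the list alone), and all 4 DEGs were down-regulated. Of 10 photosystem I genes, 5 rose and 1 fell (5 and 1), and the 1 DEG was down-regulated. Of 12 genes of cytochrome b6f and soluble electron carriers, 5 rose and 1 fell (5 and 1), with 2 up-regulated DEGs. Of 49 genes of ABC transporters, 24 rose and 11 fell (24 and 11 adjusted over the list alone; camera adjusted p = 0.0756, Fisher adjusted p = 0.113). The nitrate transport gene Synpcc7942_1239 had 2.14 (standard error 0.27, adjusted p = 1.13e-05). Of 18 genes of cell wall synthesis, 8 rose and 2 fell (8 and 2 adjusted over the list alone; camera adjusted p = 0.0795). With library sizes only, members higher and lower were 25 and 0 for nucleotide sugars, 12 and 0 for Rubisco and carbon concentration, 16 and 0 for the phycobilisome, 36 and 1 for ABC transporters and 16 and 0 for the cell wall.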

Compared with up-regulated genes of WT, the number of enriched pathways of up-regulated genes of Syn7942/Δsps-ect was less, mainly enriched in “nitrogen metabolism,” “energy metabolism,” “exosome,” “biosynthesis of other secondary metabolites,” “glycolysis/gluconeogenesis” and “metabolism of terpenoids and polyketides.”

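In Syn7942/Δsps-ect, 31 of 54 ribosomal protein genes rose at 300 mM NaCl and 7 fell (32 and 7 adjusted over the list alone; camera adjusted p = 0.0145, adjusted p = 0.74 with an estimated correlation; Fisher exact test for up-regulated genes, adjusted p = 1). In WT, 22 rose and 7 fell (22 and 7 adjusted over the list alone), and the camera test of the difference between the salt responses did not pass (adjusted p = 0.349). Of 23 aminoacyl-tRNA synthetase genes, 11 rose and 2 fell (12 and 2 adjusted over the list alone; camera adjusted p = 0.0226, adjusted p = 0.311 with an estimated correlation), and the tryptophanyl-tRNA synthetase gene Synpcc7942_1308 had a log2 fold change of 1.88 (standard error 0.19, adjusted p = 3.03e-06) in edgeR. In WT, 12 of these rose and 3 fell (12 and 3 adjusted over the list alone; camera adjusted p = 0.369 for the difference between the responses). Of 16 phycobilisome genes, 10 rose and 0 [0, 0, 0] fell (10 and 0 adjusted over the list alone; camera adjusted p = 0.0351, adjusted p = 0.763 with an estimated correlation), with 1.66 (standard error 0.29, adjusted p = 0.000291) for the linker gene Synpcc7942_0328. Of 19 genes of chlorophyll and haem synthesis, 9 rose and 2 fell (10 and 2 adjusted over the list alone; camera adjusted p = 0.263), among them the geranylgeranyl reductase gene Synpcc7942_0385 at 1.58 (standard error 0.25, adjusted p = 0.000134). Where WT and Syn7942/Δsps-ect were compared directly, the salt response was lower in Syn7942/Δsps-ect for 9 of 49 genes of ABC transporters and higher for 1 (11 and 1 adjusted over the list alone; camera adjusted p = 0.00076, adjusted p = 0.438 with an estimated correlation; Fisher adjusted p = 0.000211 for lower members). Of the lower members, 3 are sulfur genes that the paper chose on these samples (Synpcc7942_1682, Synpcc7942_1687 and Synpcc7942_1688), so the result is not independent evidence. Scaled by library sizes alone, members higher and lower with salt in Syn7942/Δsps-ect were 48 and 2 for ribosomal proteins, 22 and 0 for aminoacyl-tRNA synthetases, 16 and 0 for the phycobilisome and 18 and 1 for chlorophyll and haem synthesis. Without replicate 1 of Syn7942/Δsps-ect at 300 mM NaCl, which stands apart from its group, 6 phycobilisome genes rose and 0 fell, and the ABC transporter list held 15 members with a lower and 2 with a higher salt response.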

**Figure. 5:**
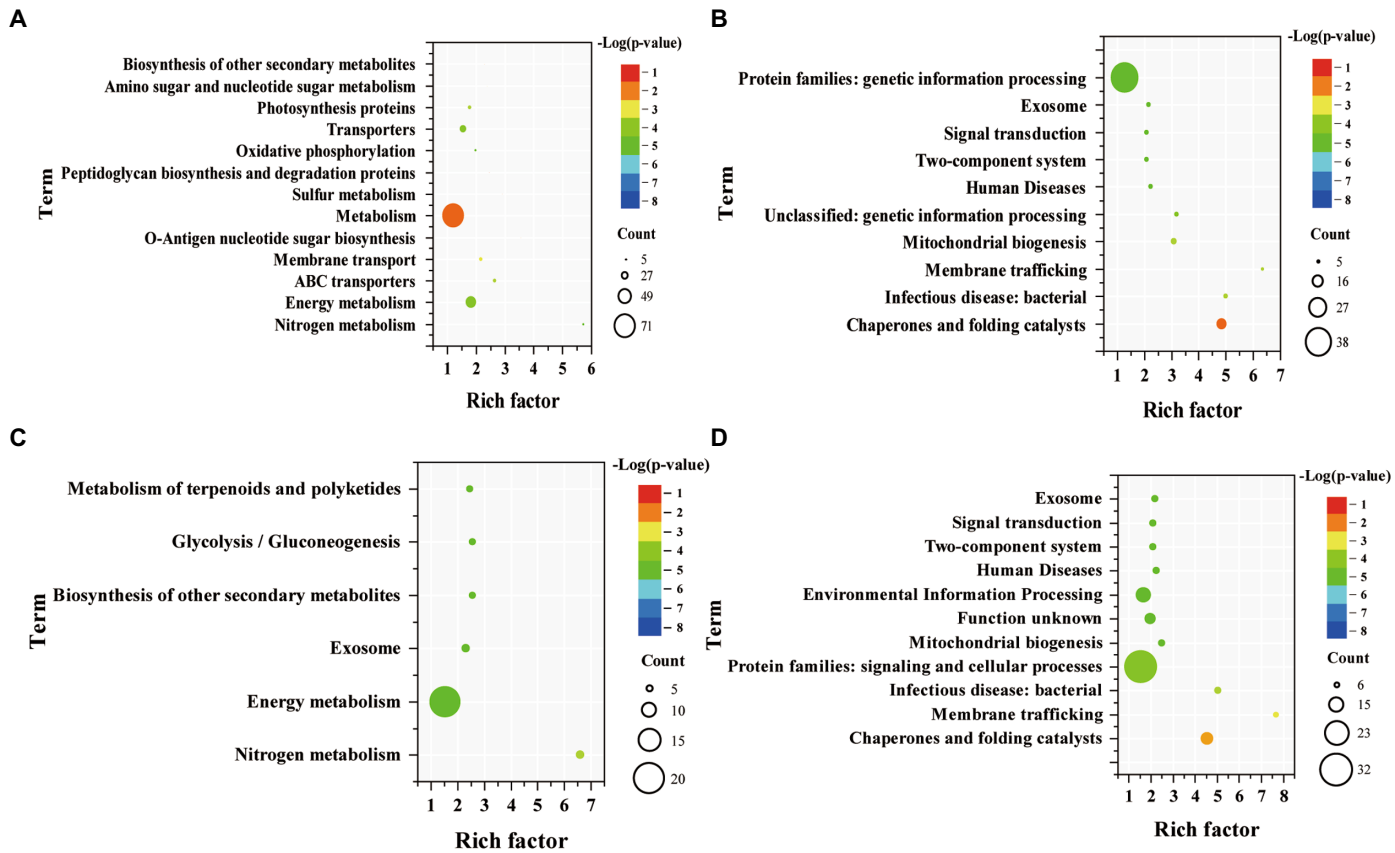
Enriched pathway terms of DEGs in WT and Syn7942/Δsps-ect. **(A)** Enriched pathway terms based on up-regulated genes of WT; **(B)** Enriched pathway terms based on down-regulated genes of WT; **(C)** Enriched pathway terms based on up-regulated genes of Syn7942/Δsps-ect; **(D)** Enriched pathway terms based on down-regulated genes of Syn7942/Δsps-ect. WT: 300 mM *VS* 0 mM NaCl indicates the DEGs of WT under 300 mM NaCl compared with 0 mM NaCl condition; Syn7942/Δsps-ect: 300 mM *VS* 0 mM NaCl indicates the DEGs of Syn7942/Δsps-ect under 300 mM NaCl compared with 0 mM NaCl condition; 0 mM NaCl: Syn7942/Δsps-ect *VS* WT indicates the DEGs of Syn7942/Δsps-ect grown in 0 mM NaCl condition compared to WT; 300 mM NaCl: Syn7942/Δsps-ect *VS* WT indicates the DEGs of Syn7942/Δsps-ect grown in 300 mM NaCl condition compared to WT.

Among them, “energy metabolism” and “nitrogen metabolism” were both enriched in the up-regulated genes of WT and Syn7942/Δsps-ect, but down-regulated under short-term salt stress (Billis et al., 2014). 

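Of 24 genes of nitrogen uptake and assimilation, 15 rose at 300 mM NaCl and 4 fell in WT (16 and 4 adjusted over the list alone), and 16 rose and 4 fell in Syn7942/Δsps-ect (16 and 4). Glutamine synthetase, which binds ammonium into amino acids, is encoded by Synpcc7942_2156 and had log2 fold changes of 2.86 (standard error 0.29, adjusted p = 2.22e-06) in WT and 2.68 (standard error 0.29, adjusted p = 5.05e-06) in Syn7942/Δsps-ect (edgeR). The nitrate reductase gene Synpcc7942_1235 had 2.92 (standard error 0.45, adjusted p = 8.53e-05) and 1.63 (standard error 0.45, adjusted p = 0.00684). Members that fell in Syn7942/Δsps-ect included Synpcc7942_1490 and Synpcc7942_1491, which belong to the bicarbonate transporter. Up-regulated genes were enriched in the list in WT and in Syn7942/Δsps-ect (one-sided Fisher exact test, adjusted p = 0.00896 and 0.000129). The camera test gave an adjusted p = 0.00124 in WT and 0.0226 in Syn7942/Δsps-ect, with adjusted p = 0.67 and 0.74 with an estimated correlation. Without WT replicate 3 or Syn7942/Δsps-ect replicate 3 at 0 mM NaCl, the camera adjusted p in Syn7942/Δsps-ect was 0.0649 or 0.0629. Without TMM scaling, 19 members rose and 0 fell in WT and 19 and 3 in Syn7942/Δsps-ect. Genes of the NADH dehydrogenase complex moved in both directions in WT, where 7 of 20 rose and 2 fell (7 and 2 adjusted over the list alone). In Syn7942/Δsps-ect, 3 rose and 8 fell (3 and 8). By library sizes alone these were 17 and 1 in WT and 12 and 1 in Syn7942/Δsps-ect.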

At the same time, in WT and Syn7942/Δsps-ect, genes *Synpcc7942_2016*, *Synpcc7942_2105* and *Synpcc7942_2107*, which encode nitrogen transporters, were significantly up-regulated, with an up-regulation fold of more than 8 folds. This showed that the enhancement of “energy metabolism” and “nitrogen metabolism” played important roles in helping the strains adapt to the high-salt environment for a long time. 

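The nitrate ABC transporter genes Synpcc7942_2105 and Synpcc7942_2107 rose 41.8-fold and 14.6-fold in WT at 300 mM NaCl, and 15.8-fold and 11.6-fold in Syn7942/Δsps-ect. In log2 fold changes of edgeR, these were 5.39 (standard error 0.42, adjusted p = 3.21e-07) and 3.87 (standard error 0.30, adjusted p = 3.21e-07) in WT and 3.99 (standard error 0.42, adjusted p = 4.07e-06) and 3.54 (standard error 0.31, adjusted p = 9.16e-07) in Syn7942/Δsps-ect. Synpcc7942_2105 went from 3.65 ± 1.54 to 149 ± 1.42 CPM (mean ± SD, n = 3) in WT and from 3.82 ± 0.428 to 60.6 ± 31.1 in Syn7942/Δsps-ect. Synpcc7942_2106, the transporter gene between them, had 5.32 (standard error 0.38, adjusted p = 1.60e-07) in WT and 4.14 (standard error 0.37, adjusted p = 1.23e-06) in Syn7942/Δsps-ect. Synpcc7942_2016, annotated in the deposited table as the photosystem II protein PsbX, had a log2 fold change of 0.51 (standard error 0.24, adjusted p = 0.0834) in WT and 1.12 (standard error 0.25, adjusted p = 0.00159) in Syn7942/Δsps-ect, which is 1.42-fold and 2.18-fold. In WT its adjusted p was 0.00502 by limma-voom, and in edgeR 0.0284 without WT replicate 3 at 0 mM NaCl and 0.0212 without Syn7942/Δsps-ect replicate 1 at 300 mM NaCl. The study chose Synpcc7942_2016, Synpcc7942_2105 and Synpcc7942_2107 on these samples, so their count is not independent evidence. As a list, 2 of 3 rose in WT and 3 of 3 in Syn7942/Δsps-ect, with 0 [0, 0, 0] and 0 [0, 0, 0] lower (2 and 3 higher and 0 lower adjusted over the list alone).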

In a previous report, the operon Synpcc7942_2203 - Synpcc7942_2235 was unregulated in Syn7942 after 24 h salt stress (Billis et al., 2014). This phenomenon was not observed in this study, which may be caused by different salt stress times (in this experiment, strains were treated 4 days in 300 mM NaCl condition). 

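In WT, 20 of the 33 genes from Synpcc7942_2203 to Synpcc7942_2235 were higher and 1 lower on day 4 at 300 mM NaCl (20 and 1 adjusted over the list alone), with a median log2 fold change of 0.88. Of these, 2 passed the fold threshold. The log2 fold change was 1.63 (standard error 0.25, adjusted p = 8.00e-05) for Synpcc7942_2232, 1.52 (standard error 0.25, adjusted p = 0.000128) for Synpcc7942_2230 and 1.05 (standard error 0.32, adjusted p = 0.0105) for the tRNA methyltransferase gene Synpcc7942_2235 in edgeR. In Syn7942/Δsps-ect, 11 were higher and 4 lower (11 and 3 adjusted over the list alone), with a median of 0.31. Synpcc7942_2235 had -1.30 (standard error 0.33, adjusted p = 0.00428) there, with an adjusted p of 0.875 with library sizes only, and -1.77 (standard error 0.31, adjusted p = 0.00219) in Syn7942/Δsps-ect against WT at 300 mM NaCl. Relative to all other genes the region moved up in WT (camera adjusted p = 0.0167, adjusted p = 0.763 with an estimated correlation), and in Syn7942/Δsps-ect the camera adjusted p was 0.282. Fisher's exact test found no enrichment among up-regulated genes (adjusted p = 1 in WT and 1 in Syn7942/Δsps-ect). With library sizes only, members higher and lower were 32 and 0 in WT and 30 and 0 in Syn7942/Δsps-ect. The paper proposes that the different length of the salt treatment accounts for the lack of induction of this region.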

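In WT, the sucrose-phosphate synthase gene Synpcc7942_0808 had 335 ± 31.2 CPM (mean ± SD, n = 3) at 0 mM NaCl and 612 ± 31.2 at 300 mM NaCl. On the log2 scale, the fold change was 0.87 (standard error 0.22, adjusted p = 0.00414) in edgeR, past the adjusted p and below the fold threshold for a DEG, and with library sizes only it was 2.00, above that threshold. Each WT library at 300 mM NaCl held a higher CPM of this gene than each WT library at 0 mM NaCl. Of 9 genes of glycogen and sucrose metabolism, 2 rose and 4 fell in WT (2 and 4 adjusted over the list alone; camera adjusted p = 0.573), and with library sizes only 5 and 2. The glycogen debranching gene Synpcc7942_1575 had -3.07 (standard error 0.39, adjusted p = 1.52e-05).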

The key gene of sucrose synthesis, *Synpcc7942_0808* encoding sucrose-phosphate synthase did not show significant change during salt stress (log_2_(fold-change = 0.83)). In addition, the “glycolysis/gluconeogenesis” pathway was enriched in the Syn7942/Δsps-ect. 

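In Syn7942/Δsps-ect, genes of the Calvin cycle, glycolysis and pentose phosphate pathway moved in both directions at 300 mM NaCl. Of the 24 tested members, 8 rose and 6 fell (8 and 6 adjusted over the list alone), with 5 up-regulated and 5 down-regulated DEGs. The log2 fold change was 1.59 (standard error 0.17, adjusted p = 5.05e-06) for the phosphoglycerate mutase gene Synpcc7942_0469, 1.76 (standard error 0.18, adjusted p = 3.65e-06) for the enolase gene Synpcc7942_0639 and 2.24 (standard error 0.23, adjusted p = 3.42e-06) for the phosphoribulokinase gene Synpcc7942_0977. The glyceraldehyde-3-phosphate dehydrogenase gene Synpcc7942_0245 had -2.64 (standard error 0.40, adjusted p = 7.77e-05) and the phosphofructokinase gene Synpcc7942_0592 had -1.78 (standard error 0.35, adjusted p = 0.00071), with an adjusted p of 0.197 with library sizes only. In WT, 9 members rose and 11 fell (9 and 11 adjusted over the list alone), with 2.02 for Synpcc7942_0639, 2.44 for Synpcc7942_0977, 2.08 for Synpcc7942_0584, -3.31 for Synpcc7942_0245 and -1.73 for Synpcc7942_0592 (largest adjusted p = 0.000585), Synpcc7942_0584 encoding ribose-5-phosphate isomerase. Scaled by library sizes alone, Synpcc7942_0592 had an adjusted p of 0.115 in WT. Enrichment of up-regulated genes had an adjusted p = 0.323 in Syn7942/Δsps-ect and 1 in WT (one-sided Fisher exact test), and the camera adjusted p was 0.582 in Syn7942/Δsps-ect. Between the salt responses of the strains, 1 of 24 members differed upward and 0 [0, 0, 0] downward (1 and 0 adjusted over the list alone). Without TMM scaling, members higher and lower were 18 and 2 in Syn7942/Δsps-ect and 14 and 3 in WT.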

The enhancement of this pathway may facilitate ectoine production. It was reported that in the process of optimizing the biosynthesis of ectoine, increasing the carbon flux to ectoine is an important strategy (Ning et al., 2016; Giesselmann et al., 2019; Chen J. et al., 2020). The genes Synpcc7942_1312, Synpcc7942_1244 and Synpcc7942_0247 encoding ATP synthase were all up-regulated in WT and Syn7942/Δsps-ect, and the increase of ATP synthase expression was beneficial to the adaptation of cyanobacteria to high-salt environment (Soontharapirakkul et al., 2011).

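Of 9 genes of the ATP synthase complex, 8 rose at 300 mM NaCl and 0 [0, 0, 0] fell in WT (9 and 0 adjusted over the list alone), and 7 rose and 0 [0, 0, 0] fell in Syn7942/Δsps-ect (7 and 0). The subunit genes Synpcc7942_0333, Synpcc7942_0335 and Synpcc7942_0332 had log2 fold changes of 3.04 (standard error 0.28, adjusted p = 9.29e-07), 2.99 (standard error 0.33, adjusted p = 3.69e-06) and 2.97 (standard error 0.31, adjusted p = 2.63e-06) in WT, and 1.71 (standard error 0.27, adjusted p = 0.000113), 1.24 (standard error 0.31, adjusted p = 0.00388) and 2.44 (standard error 0.30, adjusted p = 1.73e-05) in Syn7942/Δsps-ect (edgeR). Relative to other genes the complex moved up in WT (camera adjusted p = 0.000105, adjusted p = 0.67 with an estimated correlation) and in Syn7942/Δsps-ect (camera adjusted p = 0.0242, adjusted p = 0.763 with an estimated correlation). The Fisher exact test for up-regulated genes gave an adjusted p = 0.000297 in WT and 0.0679 in Syn7942/Δsps-ect. Of the 3 genes the paper names, a choice made on these samples and so not independent evidence, Synpcc7942_1312 and Synpcc7942_1244, both annotated as ATPases, had 1.86 (standard error 0.38, adjusted p = 0.000776) and 2.48 (standard error 0.36, adjusted p = 4.35e-05) in WT and 1.65 (standard error 0.39, adjusted p = 0.00286) and 3.05 (standard error 0.40, adjusted p = 2.52e-05) in Syn7942/Δsps-ect. Synpcc7942_0247, annotated as a permease for basic amino acids and glutamine, had 1.72 (standard error 0.28, adjusted p = 0.000154) in WT and 0.49 (standard error 0.28, adjusted p = 0.159) in Syn7942/Δsps-ect, which was 1.71 with library sizes only, and had an adjusted p of 0.0409 without Syn7942/Δsps-ect replicate 3 at 300 mM NaCl. The difference between its salt responses was -1.23 with an adjusted p of 0.0704 in edgeR, 0.0437 by DESeq2 and 0.00422 by limma-voom, and 0.00918 in edgeR without replicate 1 at 300 mM NaCl. Of these 3, 3 rose and 0 [0, 0, 0] fell in WT and 2 rose and 0 [0, 0, 0] fell in Syn7942/Δsps-ect (3 and 0, and 2 and 0, adjusted over the list alone). At 300 mM NaCl, 6 of the 9 ATP synthase genes were lower in Syn7942/Δsps-ect than in WT and 0 [0, 0, 0] higher (7 and 0 adjusted over the list alone; camera adjusted p = 0.000797, adjusted p = 0.707 with an estimated correlation), Synpcc7942_0334 with -1.65 (standard error 0.34, adjusted p = 0.00497) and Synpcc7942_0335 with -1.55 (standard error 0.31, adjusted p = 0.00402). Without Syn7942/Δsps-ect replicate 1 or 2 at 300 mM NaCl, the camera adjusted p for the complex in Syn7942/Δsps-ect was 0.0679 or 0.0517. Without replicate 1, 5 members rose and 0 fell there, and with library sizes only all 9 rose in both strains.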

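In WT, 12 of 26 genes of chaperones and folding catalysts fell at 300 mM NaCl and 4 rose (12 and 4 adjusted over the list alone; camera adjusted p = 0.0148, adjusted p = 0.311 with an estimated correlation), while with library sizes only 8 fell and 14 rose. The chaperonin genes Synpcc7942_2313 and Synpcc7942_0685, of the GroEL type, had log2 fold changes of -2.79 (standard error 0.26, adjusted p = 1.33e-06) and -2.66 (standard error 0.30, adjusted p = 5.50e-06) in edgeR, and Synpcc7942_2314, encoding GroES, had -2.07 (standard error 0.23, adjusted p = 4.16e-06). The peptidylprolyl isomerase gene Synpcc7942_2354 had -2.87 (standard error 0.24, adjusted p = 5.72e-07) and the DnaJ-like gene Synpcc7942_1789 had -2.86 (standard error 0.27, adjusted p = 1.29e-06). All 8 DEGs of the list were down-regulated, and their enrichment had an adjusted p = 0.201 (one-sided Fisher exact test).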

The down-regulated genes of WT were mainly enriched in “chaperones and folding catalysts,” “infectious disease: bacterial,” “membrane trafficking,” “mitochondrial biogenesis,” “unclassified: genetic information processing,” “human diseases,” “two-component system,” “signal transduction,” “exosome” and “protein families: genetic information processing” (Figure 5B). Moreover, the down-regulated genes enrichment pathway analysis of Syn7942/Δsps-ect and WT were basically same (Figures 5B,D). The down-regulated genes of Syn7942/Δsps-ect were mainly enriched in “chaperones and folding catalysts,” “membrane trafficking,” “infectious disease: bacterial,” “protein families: signaling and cellular processes,” “mitochondrial biogenesis,” “function unknown,” “environmental information processing,” “human diseases,” “two-component system,” “signal transduction” and “exosome” (Figure 5D). 

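In Syn7942/Δsps-ect, 9 of 26 genes of chaperones and folding catalysts fell at 300 mM NaCl and 6 rose (9 and 6 adjusted over the list alone), with 8 down-regulated DEGs. Synpcc7942_2313, Synpcc7942_0685 and Synpcc7942_2314 had log2 fold changes of -2.46 (standard error 0.26, adjusted p = 4.60e-06), -2.02 (standard error 0.30, adjusted p = 6.33e-05) and -1.92 (standard error 0.23, adjusted p = 1.09e-05) in edgeR, and Synpcc7942_2354 and Synpcc7942_1789 had -2.08 and -3.36 (adjusted p = 7.93e-06 and 5.53e-07). The list did not pass the tests relative to other genes (camera adjusted p = 0.225, Fisher adjusted p = 0.135). Between the salt responses of the strains, 1 of 26 members were higher in Syn7942/Δsps-ect and 0 [0, 0, 0] lower (1 and 0 adjusted over the list alone; camera adjusted p = 0.0351, adjusted p = 0.428 with an estimated correlation). At 300 mM NaCl, 10 were higher in Syn7942/Δsps-ect than in WT and 0 [0, 0, 0] lower (13 and 0; camera adjusted p = 0.00112, adjusted p = 0.134 with an estimated correlation), with 1.34 (standard error 0.29, adjusted p = 0.00585) for Synpcc7942_0685 and 1.23 (standard error 0.23, adjusted p = 0.003) for Synpcc7942_2354. Of 15 genes of iron uptake and iron stress, 10 fell in Syn7942/Δsps-ect and 1 rose (10 and 1 adjusted over the list alone), while with library sizes only 5 fell and 5 rose. Down-regulated genes were enriched (one-sided Fisher exact test, adjusted p = 0.00241; camera adjusted p = 0.0178, adjusted p = 0.67 with an estimated correlation). The iron-stress chlorophyll-binding gene Synpcc7942_1542 had -2.54 (standard error 0.31, adjusted p = 1.25e-05), the FUR family regulator gene Synpcc7942_1803 had -2.59 (standard error 0.34, adjusted p = 2.58e-05) and the SufD gene Synpcc7942_1737 had -1.76 (standard error 0.24, adjusted p = 3.16e-05), or an adjusted p of 0.0606 with library sizes only. By library sizes alone, members of the chaperone list higher and lower in Syn7942/Δsps-ect were 17 and 7 with salt and 4 and 0 against WT at 300 mM NaCl.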

Genes related to signal transduction were down-regulated in WT and Syn7942/Δsps-ect, which was consistent with previous reports (Billis et al., 2014). This indicated that during the long-term salt adaptation process, the contribution of the signal transduction system to the strain’s adaptation process under the high-salt environment decreased.

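Of 74 genes of signal transduction, 33 fell and 13 rose in WT at 300 mM NaCl (33 and 13 adjusted over the list alone), a split that turned with library sizes only, where 8 fell and 37 rose. In Syn7942/Δsps-ect, 23 fell and 16 rose (23 and 16 adjusted over the list alone), against 5 and 45 with library sizes only. The diguanylate cyclase genes Synpcc7942_1716 and Synpcc7942_2096 had log2 fold changes of -2.39 (standard error 0.25, adjusted p = 2.63e-06) and -3.85 (standard error 0.41, adjusted p = 2.96e-06) in WT and -2.27 (standard error 0.25, adjusted p = 5.56e-06) and -3.16 (standard error 0.40, adjusted p = 1.72e-05) in Syn7942/Δsps-ect (edgeR). The hybrid histidine kinase gene Synpcc7942_0644 had -2.02 (standard error 0.22, adjusted p = 4.36e-06) and -1.72 (standard error 0.22, adjusted p = 2.30e-05), and the response regulator gene Synpcc7942_0556 had -3.23 (standard error 0.47, adjusted p = 4.99e-05) and -2.17 (standard error 0.46, adjusted p = 0.00134). In Syn7942/Δsps-ect these had an adjusted p of 0.0697 and 0.0696 with library sizes only. Of the DEGs of the list, 12 were down-regulated and 2 up-regulated in WT, and 15 and 2 in Syn7942/Δsps-ect. Their enrichment among down-regulated genes had an adjusted p = 1 in WT and 0.26 in Syn7942/Δsps-ect (one-sided Fisher exact test), and the camera adjusted p was 0.195 and 0.279.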

#### Analysis of differentially expressed genes in Syn7942/Δsps-ect compared to WT

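At 300 mM NaCl, 33 genes were up-regulated and 62 down-regulated in Syn7942/Δsps-ect compared with WT by edgeR's quasi-likelihood test. The metallothionein gene Synpcc7942_1290 (SmtA), which binds zinc and cadmium, had a log2 fold change of 2.25 (standard error 0.47, adjusted p = 0.00504), and the heavy metal ATPase gene Synpcc7942_1570 had 1.76 (standard error 0.29, adjusted p = 0.00151). On the log2 scale, the fold change was 2.14 (standard error 0.31, adjusted p = 0.000708) for the Ap4A phosphorylase gene Synpcc7942_1188 and 2.12 (standard error 0.25, adjusted p = 0.000156) for the adenosine deaminase gene Synpcc7942_2410. The thioredoxin gene Synpcc7942_1793 and the FtsH protease gene Synpcc7942_1314 had 1.80 (standard error 0.29, adjusted p = 0.00138) and 1.62 (standard error 0.34, adjusted p = 0.00535), the fasciclin-domain gene Synpcc7942_1606 had 1.80 (standard error 0.42, adjusted p = 0.00864) and the rare lipoprotein A gene Synpcc7942_1152 had 1.61 (standard error 0.42, adjusted p = 0.0149). Genes of inorganic carbon uptake were lower, with -2.63 for Synpcc7942_1475, -1.96 for Synpcc7942_1488, -1.93 for Synpcc7942_2091, -1.69 for Synpcc7942_2092 and -1.53 for Synpcc7942_2093. The carboxysome gene Synpcc7942_1423, annotated as a carbonate dehydratase, had -1.33 (standard errors of all these 0.36 to 0.50, largest adjusted p = 0.0413). The bicarbonate transporter genes Synpcc7942_1489, Synpcc7942_1490 and Synpcc7942_1491, added after their values were seen, had -0.28, -0.48 and -0.22 and did not pass (smallest adjusted p = 0.422). The plasmid genes Synpcc7942_B2628 and Synpcc7942_B2629, of a sulfonate ABC transporter, had -2.82 (standard error 0.58, adjusted p = 0.00474) and -2.01 (standard error 0.40, adjusted p = 0.00396). The transporter gene Synpcc7942_2175, the imelysin peptidase gene Synpcc7942_1462, the porin gene Synpcc7942_1607, the FUR family gene Synpcc7942_2170 and Synpcc7942_0598 had -3.83, -3.23, -2.67, -2.16 and -1.74 (largest adjusted p = 0.011). For 88 of the 95 DEGs the libraries of the strains did not overlap, as for 37.8% of all tested genes, where chance gives 10%. Without replicate 1 of Syn7942/Δsps-ect, which stands apart from its group, 57 genes were up-regulated and 143 down-regulated, and with library sizes only 18 and 98. Of the 12 fits that each left out 1 library, the call ended in 1 for Synpcc7942_1606, 5 for Synpcc7942_1152, 6 for Synpcc7942_2093, 3 for Synpcc7942_2092 and 2 for Synpcc7942_1423. The adjusted p reached 0.0523 for Synpcc7942_1606 without WT replicate 3, 0.0844 for Synpcc7942_1152 and 0.127 for Synpcc7942_2093 without Syn7942/Δsps-ect replicate 3, 0.058 for Synpcc7942_1423 without WT replicate 2 and 0.0995 for Synpcc7942_2092 without WT replicate 1. With only the 2 groups in the model, it was 0.0582 for Synpcc7942_1152.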

In strain Syn7942/Δsps-ect, 19 genes were up-regulated and 39 down-regulated genes when grown in presence of 300 mM NaCl compared to the reference strains (WT). Among the DEGs, the gene *Synpcc7942_1531* encoding the molybdenum ABC transporter and the gene *Synpcc7942_1530* encoding the molybdenum-pterin binding domain were up-regulated to 4.6 and 3.9 folds, respectively. 

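The molybdenum genes Synpcc7942_1531 and Synpcc7942_1530 were 5.29-fold and 4.57-fold higher in Syn7942/Δsps-ect than in WT at 300 mM NaCl. Synpcc7942_1531 had 207 ± 88.7 CPM (mean ± SD, n = 3) in Syn7942/Δsps-ect and 39.1 ± 7.06 in WT, and Synpcc7942_1530 had 48.2 ± 25.8 and 10.5 ± 2.3. Their log2 fold changes were 2.40 (standard error 0.28, adjusted p = 0.000159) and 2.19 (standard error 0.34, adjusted p = 0.0012) in edgeR. Synpcc7942_1211, of molybdopterin-guanine dinucleotide synthesis, a step in making the molybdenum cofactor, had 1.66 (standard error 0.33, adjusted p = 0.00413). Of 8 genes of molybdenum transport and cofactor synthesis, a list that holds the pair the study chose on these samples and so is not independent evidence, 3 were higher and 0 [0, 0, 0] lower (3 and 0 adjusted over the list alone). The list was enriched among up-regulated genes (one-sided Fisher exact test, adjusted p = 0.00649) and moved up relative to other genes (camera adjusted p = 0.0226, adjusted p = 0.346 with an estimated correlation). With salt, Synpcc7942_1530 had 1.12 (adjusted p = 0.022) in WT and 3.26 (adjusted p = 1.22e-05) in Syn7942/Δsps-ect, and Synpcc7942_1531 had -1.81 (adjusted p = 8.58e-05) and 0.66 (adjusted p = 0.053). Without WT replicate 1 at 0 mM NaCl, 1 of 3 libraries whose omission ended the call, the adjusted p of Synpcc7942_1530 in WT was 0.0897, and without Syn7942/Δsps-ect replicate 1 at 300 mM NaCl that of Synpcc7942_1531 in Syn7942/Δsps-ect was 0.00128. The differences between these responses were 2.14 (standard error 0.55, adjusted p = 0.0302) and 2.47 (standard error 0.39, adjusted p = 0.00237). The difference for Synpcc7942_1530 was past the threshold in 2 of 12 fits that left out 1 library, with an adjusted p of 0.0816 without Syn7942/Δsps-ect replicate 2 at 0 mM NaCl.

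**Figure D2:**
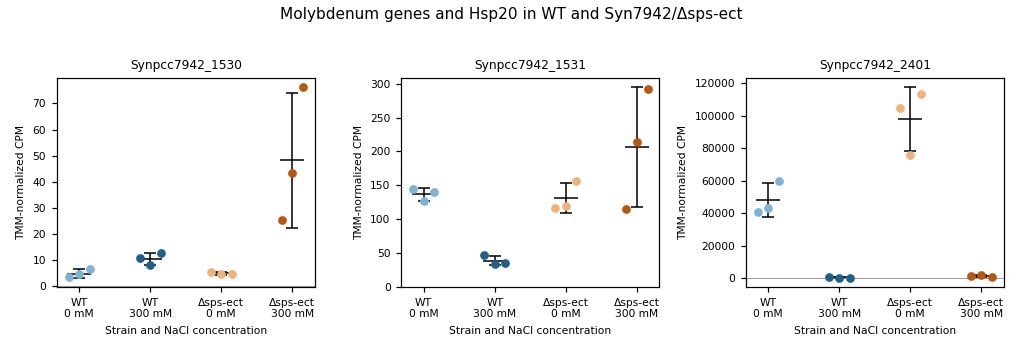
TMM-normalized counts (CPM, linear axis of its own in each panel) of Synpcc7942_1530, Synpcc7942_1531 and Synpcc7942_2401 in WT and Syn7942/Δsps-ect at 0 and 300 mM NaCl. Points are the 3 libraries of a group, horizontal marks are means and error bars are SD; at 300 mM NaCl the mean of Synpcc7942_1531 was 207 in Syn7942/Δsps-ect and 39.1 in WT.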

In bacteria, ingested molybdenum can combine with molybdenum cofactors, regulate the activity of molybdenum enzymes and participate in the processes of the carbon cycle, sulfur metabolism, and nitrogen fixation in life activities (Zupok et al., 2019). In addition, intracellular molybdenum homeostasis plays an important role in the process of salt environment adaptation in *Arabidopsis thaliana* (Zupok et al., 2019; Huang et al., 2021). Thus, a molybdenum-mediated salt adaptation mechanism might also contribute to the salt acclimation process, and highlighted in Syn7942/Δsps-ect. The gene *Synpcc7942_2401* encoding the heat shock protein Hsp20 was up-regulated to 2.9 folds. It was reported that the expression of *Hsp20* gene of *Oryza sativa* had a positive response to heat and high-salt environment, and the *Hsp20* gene of rice could improve the heat tolerance and salt tolerance of *E. coli* and *Pichia pastoris* (Guo et al., 2020). Therefore, *Hsp20* (*Synpcc7942_2401*) might contribute to the salt acclimation process of Syn7942.

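The Hsp20 gene Synpcc7942_2401 was 3.22-fold higher in Syn7942/Δsps-ect than in WT at 300 mM NaCl, with 1304 ± 547 CPM against 405 ± 56.5 (mean ± SD, n = 3) and a log2 fold change of 1.69 (standard error 0.33, adjusted p = 0.00402) in edgeR. In both strains the gene fell with salt. WT went from 48055 ± 10318 to 405 ± 56.5 CPM, a log2 fold change of -6.89 (standard error 0.42, adjusted p = 5.84e-08), and Syn7942/Δsps-ect from 97766 ± 19703 to 1304 ± 547 CPM, a log2 fold change of -6.23 (standard error 0.41, adjusted p = 1.36e-07). At 0 mM NaCl the log2 fold change between the strains was 1.02 (standard error 0.33, adjusted p = 0.112) in edgeR. The adjusted p was 0.016 by DESeq2, 0.00685 by limma-voom and 0.0425 in edgeR without Syn7942/Δsps-ect replicate 3 at 300 mM NaCl. In edgeR, the difference between the salt responses was 0.66 (standard error 0.46, adjusted p = 0.37).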

Among them, KEGG pathway enrichment analysis was then performed separately for the up-regulated genes of Syn7942/Δsps-ect. 

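At 300 mM NaCl, the down-regulated genes of Syn7942/Δsps-ect against WT included 7 of 10 genes of sulfate and thiosulfate uptake, with 0 [0, 0, 0] higher (7 and 0 adjusted over the list alone). Enrichment of the list among down-regulated genes had an adjusted p = 2.07e-08 (one-sided Fisher exact test), and the list moved down relative to other genes (camera adjusted p = 6.08e-08, adjusted p = 0.134 with an estimated correlation). The list holds 6 genes that the study named from these samples and is not independent evidence. Of 49 ABC transporter genes, 9 were lower and 1 higher (8 and 1 adjusted over the list alone; Fisher adjusted p = 0.0185; camera adjusted p = 0.0226, adjusted p = 0.67 with an estimated correlation). Without Syn7942/Δsps-ect replicate 1, which stands apart from its group, 17 were lower and 4 higher, and the camera adjusted p was 0.0886. The lower members of the ABC transporter list include Synpcc7942_1682, Synpcc7942_1687 and Synpcc7942_1688. The study named these from the same samples and the same comparison, so the list's result is not independent evidence. Of 24 genes of cation transport, 8 were lower and 0 [1, 0, 2] higher (10 and 0 adjusted over the list alone; camera adjusted p = 0.0183, adjusted p = 0.67 with an estimated correlation). The Na+:H+ antiporter subunit genes Synpcc7942_1473 and Synpcc7942_1468 had log2 fold changes of -1.20 (standard error 0.23, adjusted p = 0.00367) and -0.74 (standard error 0.19, adjusted p = 0.0125) in edgeR, and the potassium channel gene Synpcc7942_0683 had -1.00 (standard error 0.24, adjusted p = 0.00949). Without Syn7942/Δsps-ect replicate 1, 13 members were lower and 1 higher. Of 15 genes of Rubisco and carbon concentration, 6 were lower and 0 [0, 0, 0] higher (7 and 0 adjusted over the list alone; camera adjusted p = 0.0145, adjusted p = 0.641 with an estimated correlation). With library sizes only, members lower and higher were 13 and 1 for ABC transporters, 10 and 0 for cation transport and 8 and 0 for Rubisco and carbon concentration.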

The results showed that down-regulated genes were mainly enriched in “sulfur metabolism,” “energy metabolism,” “ABC transporters,” “membrane transport,” “environmental information processing,” “transporters’ and “protein families: signaling and cellular processes” (Figure 6). 

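Ribosomal protein genes were higher in Syn7942/Δsps-ect than in WT at 300 mM NaCl in 22 of 54 cases, with 0 [0, 0, 0] lower (24 and 0 adjusted over the list alone) and 0 past the fold threshold. The median log2 fold change was 0.29 (camera adjusted p = 0.00112, adjusted p = 0.717 with an estimated correlation). Of 9 genes of ATP-dependent proteases, 5 were higher and 1 lower (6 and 1 adjusted over the list alone; camera adjusted p = 0.0268, adjusted p = 0.736 with an estimated correlation), Synpcc7942_1314 among them. By the Fisher exact test for up-regulated genes, the adjusted p was 1 for ribosomal proteins and 0.656 for proteases. Scaled by library sizes alone, members higher and lower were 7 and 0 for ribosomal proteins and 2 and 1 for proteases.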

The up-regulated genes of Syn7942/Δsps-ect was not enriched for any pathway.

**Figure. 6:**
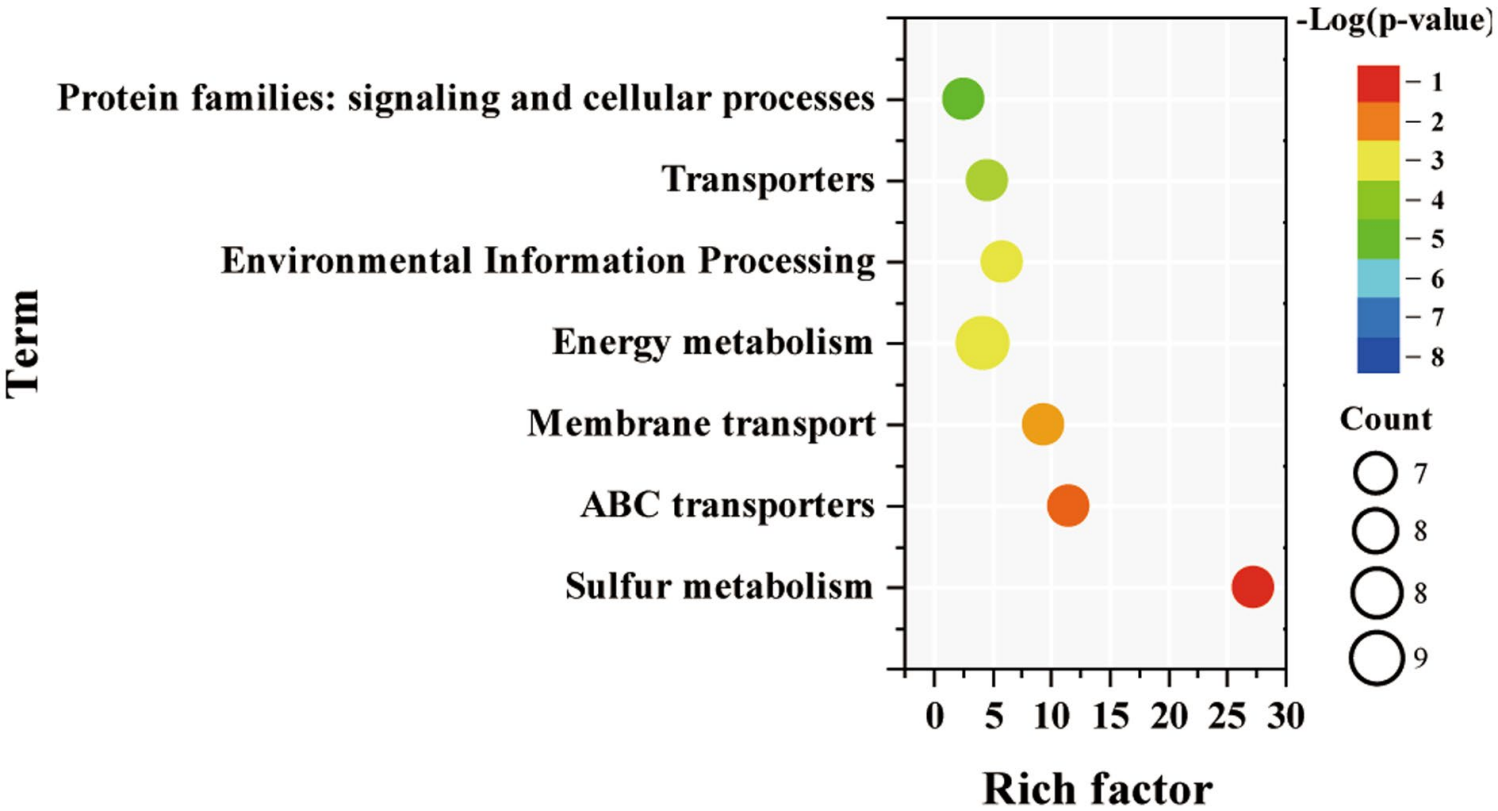
Enriched pathway terms of down-regulated DEGs in Syn7942/Δsps-ect grown in 300 mM NaCl condition compared to WT.

Sulfur metabolism was enriched among down-regulated DEGs of Syn7942/Δsps-ect. There were 7 down-regulated genes related to sulfur metabolism, namely *Synpcc7942_1681*, *Synpcc7942_1686*, *Synpcc7942_1722*, *Synpcc7942_1682*, *Synpcc7942_1687*, *Synpcc7942_1688* encoding sulfur transporters, and *Synpcc7942_1689* encoding thiosulfate/3-mercaptopyruvate sulfurtransferase. These 6 DEGs encoding sulfur transporters were also enriched in ABC transporters. This indicated that the Syn7942/Δsps-ect might reduce sulfur requirement during salt adaptation. 

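All 7 sulfur genes named by the paper, which include sulfate and thiosulfate transporter genes, were lower in Syn7942/Δsps-ect than in WT at 300 mM NaCl. Synpcc7942_1681 had 39.3 ± 5.14 CPM (mean ± SD, n = 3) in Syn7942/Δsps-ect and 325 ± 197 in WT, a log2 fold change of -3.05 (standard error 0.44, adjusted p = 0.000768) in edgeR's quasi-likelihood test. Synpcc7942_1686 had 6.44 ± 1.39 against 47.8 ± 10.1 CPM, a log2 fold change of -2.89 (standard error 0.25, adjusted p = 9.94e-06), and Synpcc7942_1682 20.0 ± 0.61 against 105 ± 43.3, a log2 fold change of -2.39 (standard error 0.41, adjusted p = 0.00187). The log2 fold change was -2.59 (standard error 0.53, adjusted p = 0.00478) for Synpcc7942_1687, -3.21 (standard error 0.40, adjusted p = 0.000237) for Synpcc7942_1688 and -1.72 (standard error 0.30, adjusted p = 0.00219) for Synpcc7942_1722. Synpcc7942_1689, encoding the sulfurtransferase, had -3.49 (standard error 0.44, adjusted p = 0.000243). The 7 genes were chosen by the study on these samples, so 7 lower and 0 [0, 0, 0] higher (7 and 0 adjusted over the list alone) is not independent evidence. Their camera test gave an adjusted p = 1.58e-11, and adjusted p = 0.134 with an estimated correlation. At 0 mM NaCl, edgeR called 0 of the 7 different between the strains at an adjusted p under 0.05, and 1 at an unadjusted p under 0.05, with 0 by limma-voom and 0 by DESeq2 at an adjusted p under 0.05. The median log2 fold change of the 7 was 0.38.

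**Figure D3:**
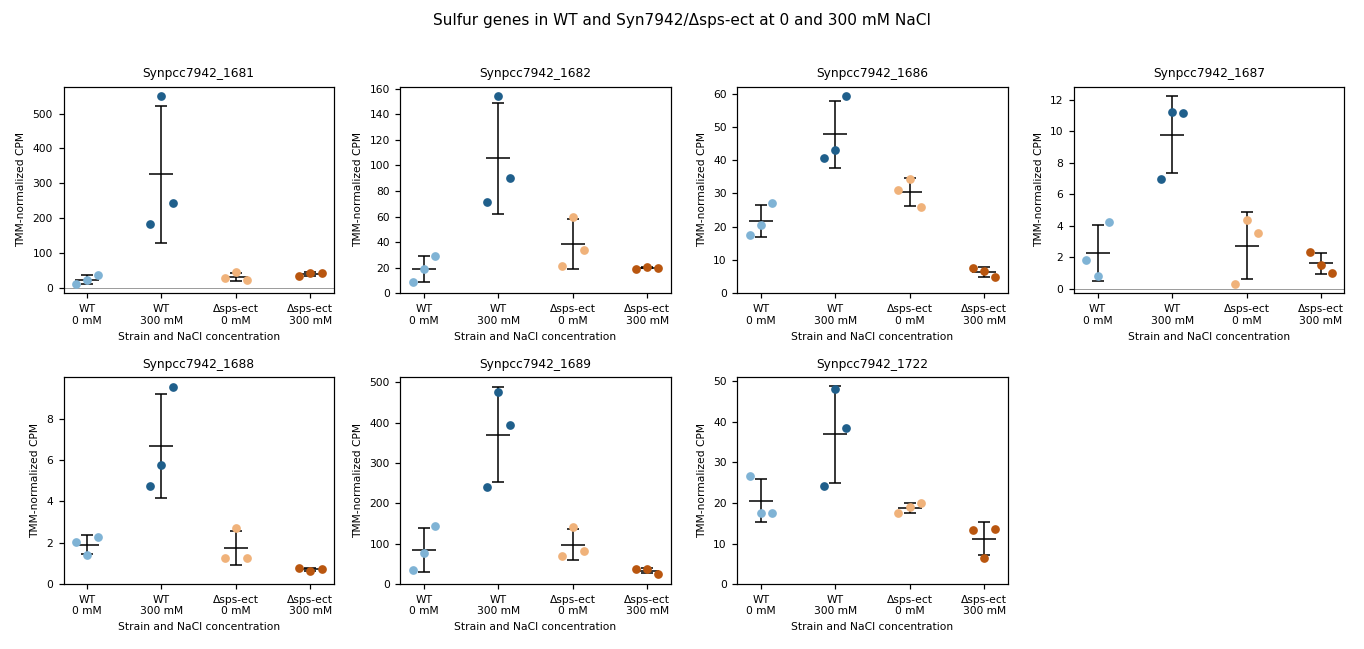
TMM-normalized counts (CPM, linear axis of its own in each panel) of the 7 sulfur genes in WT and Syn7942/Δsps-ect at 0 and 300 mM NaCl. Points are the 3 libraries of a group, horizontal marks are means and error bars are SD; at 300 mM NaCl the mean of Synpcc7942_1681 was 39.3 in Syn7942/Δsps-ect and 325 in WT.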

Sulfur metabolism plays a vital role in the process of biological stress resistance. Sulfur has been reported to have essential functions in plants’ salt adaptation, active oxygen elimination, and heat adaptation (Ali et al., 2021; Jahan et al., 2021; Zhou et al., 2022), while cyanobacteria have a similar sulfur metabolism as plants (Kharwar et al., 2021). Consistantly, sulfur metabolism-related genes were significantly up-regulated in WT and Syn7942/Δsps-ect compared to reference conditions (Figures 5A,C). 

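In WT, all 7 sulfur genes of the paper rose at 300 mM NaCl, with log2 fold changes of 3.86 for Synpcc7942_1681, 2.48 for Synpcc7942_1682, 1.14 for Synpcc7942_1686, 2.17 for Synpcc7942_1687, 1.83 for Synpcc7942_1688, 2.12 for Synpcc7942_1689 and 0.84 for Synpcc7942_1722 (standard errors 0.23 to 0.57, largest adjusted p = 0.0256 in edgeR). Since the study chose them on these samples, 7 higher and 0 [0, 0, 0] lower (7 and 0 adjusted over the list alone) is not independent evidence. In Syn7942/Δsps-ect, the log2 fold changes were 0.35 for Synpcc7942_1681, -0.94 for Synpcc7942_1682, -2.24 for Synpcc7942_1686, -0.80 for Synpcc7942_1687, -1.29 for Synpcc7942_1688, -1.57 for Synpcc7942_1689 and -0.75 for Synpcc7942_1722 (standard errors 0.25 to 0.64), with 0 [0, 0, 0] of 7 higher and 3 lower at an adjusted p under 0.05 (0 and 5 adjusted over the list alone). Without TMM scaling, 7 rose in WT, and in Syn7942/Δsps-ect 1 rose and 1 fell. There Synpcc7942_1682, Synpcc7942_1687 and Synpcc7942_1722 turned to 0.25, 0.41 and 0.51, and Synpcc7942_1688 and Synpcc7942_1689 had an adjusted p of 0.891 and 0.366. By DESeq2, Synpcc7942_1682 and Synpcc7942_1722 fell in Syn7942/Δsps-ect as well (adjusted p = 0.0369 and 0.036). The wider list of 10 genes of sulfate and thiosulfate uptake had 8 higher and 0 [1, 1, 0] lower in WT (8 and 1 adjusted over the list alone; camera adjusted p = 0.0876) and 1 higher and 3 lower in Syn7942/Δsps-ect (1 and 2; camera adjusted p = 0.369). Without WT replicate 3 at 0 mM NaCl or WT replicate 1 at 300 mM NaCl, the camera adjusted p in WT was 0.0493 or 0.038. Of 18 genes of sulfur assimilation, which build sulfate into cysteine and methionine, 7 rose and 4 fell in WT (7 and 6 adjusted over the list alone), and 4 rose and 7 fell in Syn7942/Δsps-ect (4 and 7). By library sizes alone these were 11 and 1 in WT and 12 and 2 in Syn7942/Δsps-ect. Leaving out 1 library ended the call of Synpcc7942_1722 in WT in 3 of 12 fits (highest adjusted p = 0.099, without WT replicate 2 at 300 mM NaCl) and that of Synpcc7942_1688 in Syn7942/Δsps-ect in 8 of 12 (highest adjusted p = 0.27, without Syn7942/Δsps-ect replicate 2 at 0 mM NaCl), and limma-voom gave the latter an adjusted p of 0.167.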

Notably, the expression levels of genes related to sulfur metabolism were lower in Syn7942/Δsps-ect than in WT (Figure 6), indicating that ectoine synthesis might reduce the intensity of sulfur metabolism which was required for salt adaptation. This might be due to the protective effect of ectoine on protein (Bilstein et al., 2021), which reduced protein damage during salt adaptation.

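Tested as a difference between the strains, the salt response of all 7 sulfur genes was lower in Syn7942/Δsps-ect than in WT. On the log2 scale the difference was -3.69 (standard error 0.59, adjusted p = 0.00237) for Synpcc7942_1689, -3.51 (standard error 0.62, adjusted p = 0.00412) for Synpcc7942_1681, -3.42 (standard error 0.58, adjusted p = 0.00335) for Synpcc7942_1682 and -3.38 (standard error 0.34, adjusted p = 0.000242) for Synpcc7942_1686 (edgeR, interaction of strain and NaCl). It was -3.12 (standard error 0.65, adjusted p = 0.0117) for Synpcc7942_1688, -2.97 (standard error 0.86, adjusted p = 0.0477) for Synpcc7942_1687 and -1.59 (standard error 0.43, adjusted p = 0.0374) for Synpcc7942_1722. Of the 10 genes of sulfate and thiosulfate uptake, 7 had a lower and 0 [0, 0, 0] a higher response (7 and 0 adjusted over the list alone; camera adjusted p = 2.91e-07, adjusted p = 0.134 with an estimated correlation; one-sided Fisher exact test, adjusted p = 5.61e-08). The study chose the 7 genes on these samples, and the uptake list holds 6 of them. The difference between the responses uses the same libraries, so neither result is independent evidence. Leaving out Syn7942/Δsps-ect replicate 2 at 0 mM NaCl gave an adjusted p of 0.16 for Synpcc7942_1687, 0.0711 for Synpcc7942_1688 and 0.0843 for Synpcc7942_1722. Of the 12 fits that each left out 1 library, the call ended in 9 for Synpcc7942_1687, 1 for Synpcc7942_1688 and 8 for Synpcc7942_1722. With library sizes only 6 of the 7 passed. From the lower expression of sulfur genes in Syn7942/Δsps-ect, the paper proposes that ectoine synthesis reduces the intensity of sulfur metabolism needed for salt adaptation, and gives protection of proteins by ectoine as a possible reason.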

In this study, to improve the salt tolerance of the model cyanobacterium Syn7942, the first study of heterologous synthesis of ectoine in cyanobacteria was achieved, and the salt tolerance of Syn7942 was successfully improved. Then, the recovery of salt tolerance of the Syn7942/Δsps-ect strain was achieved by introducing the ectoine synthesis pathway into the sucrose synthesis deficient strain (Syn7942/Δsps), indicating that ectoine was able to substitute for sucrose to combat against salt stress in Syn7942. After the replacement of sucrose by ectoine, the metabolic changes in the Syn7942/Δsps-ect strain was analyzed by transcriptomic analysis, which would help understand the salt adaptation mechanism of Syn7942/sps-ect. This study provided valuable information for understanding the salt tolerance mechanism of Syn7942, as well as potential candidates targets for further engineering the salt tolerance of Syn7942.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO GSE222067.

## Author contributions

LC, TS, and WZ: conceived and designed the study. ZD: performed the experiments. ZD, TS, WZ, and LC: analyzed the data and wrote the manuscript. All authors read and approved the manuscript.

## Funding

This research was supported by grants from the National Key Research and Development Program of China (Grant nos. 2021YFA0909700, 2020YFA0906800, 2018YFA0903600 and 2019YFA0904600).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

The Supplementary material for this article can be found online at:

https://www.frontiersin.org/articles/10.3389/fmicb.2023.1123081/full#supplementary-material

Supplementary Figure S1 Growth curves of WT, Syn7942/NSI-ect, Syn7942/Δsps, and Syn7942/Δsps-ect. **(A)** Growth curves of WT under 0, 100, 200, 300, 400, 500 mM NaCl; **(B)** Growth curves of Syn7942/NSI-ect under 0, 100, 200, 300, 400, 500 mM NaCl; **(C)** Growth curves of, Syn7942/Δsps under 0, 100, 200, 300, 400, 500 mM NaCl; **(D)** Growth curves of, Syn7942/‑sps-ect under 0, 100, 200, 300, 400, 500 mM NaCl.

Supplementary Figure S2 Standard curve of ectoine external standard method.

Supplementary Figure S3 The number of DEGs in WTand Syn7942/Δsps-ect. **(A)** The number of up-regulated genes; **(B)** The number of down-regulated genes. WT: 300 mM VS 0 mM NaCl indicates the DEGs of WT under 300 mM NaCl compared with 0 mM NaCl condition; Syn7942/Δsps-ect: 300 mM VS 0 mM NaCl indicates the DEGs of Syn7942/Δsps-ect under 300 mM NaCl compared with 0 mM NaCl condition; 0 mM NaCl: Syn7942/Δsps-ect VS WT indicates the DEGs of Syn7942/Δsps-ect grown in 0 mM NaCl condition compared to WT; 300 mM NaCl: Syn7942/Δsps-ect VS WT indicates the DEGs of Syn7942/Δsps-ect grown in 300 mM NaCl condition compared to WT.

How the deposited data were processed for this re-analysis (not part of the article)

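RNA of WT and Syn7942/Δsps-ect was sequenced by the authors on day 4 of culture at 0 and 300 mM NaCl, with 3 biological replicates in each of 4 groups, 12 libraries in all. The authors deposited 1 table with 2719 genes. Its read counts per gene are whole numbers and, as deposited, raw numbers of reads that carry no scaling between libraries. The FPKM values deposited beside them are the authors' counts scaled for gene length and library size, and served only to check the columns. The submitters name cutadapt 1.9.1, Bowtie2 2.2.6, HTSeq 0.6.0, Cufflinks 2.2.1 and DESeq2 1.6.3 without saying which step each served. The genome build and the strand setting of the counting are not given in the sources used here, so reads of overlapping and antisense genes cannot be assigned with certainty. None of the deposited locus tags matched the reference table at hand, so the product descriptions of the deposited table were used for all gene names.

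Libraries were assigned to strain, NaCl concentration and replicate from their titles and descriptions, and the counts of Synpcc7942_0808 were checked against the strain in every library. The counts were tested with edgeR 4.0.16 (TMM scaling, filterByExpr with the groups, quasi-likelihood F-test without robust estimation) in 1 model of the 4 groups, in R 4.3.3. There were 5 contrasts, namely the response to salt in WT and in Syn7942/Δsps-ect, the difference between the strains at 0 and at 300 mM NaCl, and the difference between the salt responses. P-values were adjusted by the method of Benjamini and Hochberg over the 2667 genes that passed the filter. Log2 fold changes carry the standard error implied by the F statistic, and CPM values are TMM-scaled. The fold threshold of 1.5 on the log2 scale is the paper's. The paper gives a p-value limit of 0.05 without stating whether it was adjusted, and an adjusted one was used. Synpcc7942_0808 is deleted in Syn7942/Δsps-ect and was tested but not counted as a DEG in comparisons with that strain. Overlaps of DEGs were tested by a one-sided Fisher exact test.

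No KEGG map was at hand, so pathways were represented by 42 gene lists taken from product descriptions or from loci that the paper names. Each list was tested by the camera test of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, and by a one-sided Fisher exact test of its DEGs, with p-values adjusted over all lists and contrasts. Genes named in the text follow a rule. They are the loci the paper names in its transcriptome results, the 10 largest and 10 smallest log2 fold changes per comparison among DEGs with a known product whose groups do not overlap, up to 4 members with the smallest p of each list described, and the neighbours of Synpcc7942_0808. The part of Supplementary Table S3 that covers Synpcc7942_0001 to Synpcc7942_1969 had been opened when the rule was written, so its values count as seen. Genes outside the rule are marked as chosen after their values were seen.

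The test scripts were run on simulated data, in which 200 of the genes were changed by known folds at the depth and spread of these libraries. At an adjusted p under 0.05, the test found 52.2% to 71.6% of genes changed 2-fold over the 4 comparisons. It found 97% to 100% of those changed 4-fold and 98.5% to 100% of those changed 8-fold. At this limit, 4 to 15 of 2467 unchanged genes passed as well. With the fold threshold added, 2.99% to 7.46% of the 2-fold genes were called, and at most 1.44% of the simulated DEGs were false. A list of 10 genes, each raised 4-fold or 8-fold, was called in all 4 comparisons, and 0 of 100 random lists. Lists with smaller changes and the difference between the salt responses were not simulated. The simulated genes were drawn independently, so the simulation does not bear on lists whose genes are correlated. The smallest library held 5062985 counts, and 1 CPM after TMM scaling stood for about 3 (Syn7942/Δsps-ect replicate 1 at 0 mM NaCl) to 12 counts (WT replicate 3 at 300 mM NaCl), so small fold changes of scarce genes are beyond this depth.

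The alternatives were RLE size factors or library sizes only in place of TMM, DESeq2 1.42.0 with and without its beta prior, limma-voom with sample quality weights, an unadjusted p, no fold threshold, no filter on low counts, a minimum of 10 counts in every library, RNA genes left out, only the 2 groups compared in the model, the replicate number as a block, an estimated correlation in the camera test and each library left out in turn. A further one, in which genes that took over 1% of the counts of any library were left out, was chosen after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The paper's measurements of growth and ectoine are outside the deposited table and were not analysed.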

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

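The tests on the sulfur genes, the inorganic carbon uptake genes and the neighbours of Synpcc7942_0808 were chosen after the results were seen, and the splits of the libraries were set beforehand. The salt response of Syn7942/Δsps-ect was higher than that of WT for 50 genes and lower for 74, by the test of the difference itself, and each gene in this part is listed because its own difference passed that test or because the text of the paper does not mention it. The number of genes with a higher response moved with single libraries. It was 23 without WT replicate 2 at 0 mM NaCl, 20, 19 and 22 without WT replicate 1, 2 or 3 at 300 mM NaCl, 23 and 28 without Syn7942/Δsps-ect replicate 2 or 3 at 0 mM NaCl, and 22 and 27 without Syn7942/Δsps-ect replicate 2 or 3 at 300 mM NaCl. The number with a lower response was 43 without Syn7942/Δsps-ect replicate 2 at 0 mM NaCl and 160 without Syn7942/Δsps-ect replicate 1 at 300 mM NaCl, which stands apart from its group. Of 100 splits of the libraries within each NaCl concentration, 2 called as many genes as the real one (124), the real one included. This share is under 0.05, which argues against a random assignment of the libraries to the strains. The splits remove any difference between the strains, so they do not test the difference of responses alone. The highest other split called 172. It exchanges the whole strains at 1 NaCl concentration and so tests the mean difference between the strains, and the next highest called 81.

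The salt responses of the 7 sulfur genes of the paper were lower (more negative) in Syn7942/Δsps-ect than in WT, with log2 differences of -3.51 for Synpcc7942_1681, -3.42 for Synpcc7942_1682, -3.38 for Synpcc7942_1686, -2.97 for Synpcc7942_1687, -3.12 for Synpcc7942_1688, -3.69 for Synpcc7942_1689 and -1.59 for Synpcc7942_1722. A few abundant genes that take a large share of the counts are argued against as the cause. Under each of the 3 other scalings at least 6 of the 7 kept an adjusted p under 0.05. Scaling by library sizes alone moved the median difference of all genes only from 0.09 to 0.20. A single library that stands apart is also argued against as the whole cause, since at least 4 of the 7 kept it whichever of the 12 libraries was left out, the fewest without Syn7942/Δsps-ect replicate 2 at 0 mM NaCl. The study picked these genes from the same libraries, so the tests bear on the genes and not on sulfur metabolism as a whole. A biological difference between the strains stays open, and the loss of Synpcc7942_0808 and the synthesis of ectoine sit in the same strain, so no test here separates them.

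The salt responses of 8 genes of inorganic carbon uptake, which the paper does not discuss, were lower in Syn7942/Δsps-ect, with log2 differences of -3.65 for Synpcc7942_1475, -4.38 for Synpcc7942_1488, -2.82 for Synpcc7942_1489, -4.18 for Synpcc7942_1490, -3.41 for Synpcc7942_1491, -3.92 for Synpcc7942_2091, -4.32 for Synpcc7942_2092 and -3.47 for Synpcc7942_2093. At 0 mM NaCl, Synpcc7942_1490, Synpcc7942_1491, Synpcc7942_2092, Synpcc7942_1489, Synpcc7942_1488 and Synpcc7942_2091 were higher in Syn7942/Δsps-ect. Their log2 fold changes were 3.69, 3.19, 2.62, 2.54, 2.42 and 1.99. Synpcc7942_2093 had 1.94 and did not pass in edgeR. At 300 mM NaCl, Synpcc7942_1489, Synpcc7942_1490 and Synpcc7942_1491 did not pass, and the other genes were lower. The lower responses of Synpcc7942_1489 to Synpcc7942_1491 thus lie mainly at 0 mM NaCl. The differences of all 8 kept an adjusted p under 0.05 under each of the 3 other scalings. That argues against a few genes taking a large share of the counts as the cause. All 8 also kept it whichever library was left out, which argues against one library that stands apart. Whether a wider difference in inorganic carbon acquisition goes with the pattern stays open. The 13 other members of the Rubisco and carbon concentration list had 9 differences below 0 and 4 above, and edgeR called 3 lower and 0 higher. Their median of -0.33 lay inside its spread (quartiles -1.21 and 0.01). This spread is that between genes and not the error of the median. Weighing the median against it was chosen after the result was seen, so it does not decide the question. The median member, Synpcc7942_2107, is one of the paper's nitrogen transporter genes. The whole list of 15 had 5 lower and 0 [0, 0, 0] higher responses (7 and 0 adjusted over the list alone; camera adjusted p = 0.00112, adjusted p = 0.438 with an estimated correlation). Lower responses were enriched in it (one-sided Fisher exact test, adjusted p = 0.00122), but the whole list also holds genes of the pattern itself. The cause was not tested.

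The genes after the replaced Synpcc7942_0808 were higher in Syn7942/Δsps-ect at 0 mM NaCl, with log2 fold changes of 5.17 for Synpcc7942_0809 and 3.25 for Synpcc7942_0810, which the text of the paper does not mention. Their salt responses differed from those of WT by -2.45 and -3.09. For Synpcc7942_0809, scaling is argued against as the cause, since its log2 fold change was at least 4.83 under the 3 other scalings. A local effect of the edited locus stays open. The mean log2 fold change of the 4 neighbours, 2.29, was reached by 1 of 2489 other runs of 4 genes (0.0402%), but it rests on the 2 genes that showed the pattern, and the other 2, Synpcc7942_0807 and Synpcc7942_0806 at 0.49 and 0.26, did not pass in edgeR, so this mean does not decide it. Synpcc7942_0807 passed by limma-voom at 0 mM NaCl and was higher in edgeR at 300 mM NaCl. Synpcc7942_0806 and Synpcc7942_0810 did not pass at 300 mM NaCl.

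Other genes whose salt responses differed between the strains were the antiporter subunit genes Synpcc7942_1468 and Synpcc7942_1473 at -1.71 and -2.07, and the molybdenum genes Synpcc7942_1530 and Synpcc7942_1531 at 2.14 and 2.47. The rare lipoprotein A gene Synpcc7942_1152 had 2.38, the Ap4A phosphorylase gene Synpcc7942_1188 2.01, the porin gene Synpcc7942_1463 2.32, the heavy metal ATPase gene Synpcc7942_1570 2.65 and the adenosine deaminase gene Synpcc7942_2410 1.86. The carbonate dehydratase gene Synpcc7942_1423 had -2.87. Of the 12 fits that each left out 1 library, the call ended in 10 for Synpcc7942_1152, 10 for Synpcc7942_1530, 9 for Synpcc7942_1687, 8 for Synpcc7942_1722 and 1 for Synpcc7942_1688.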

How the results depend on the processing

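All alternatives were planned except the omission of genes over 1% of counts, which was chosen after seeing the data. A few abundant genes took a smaller share of the counts at 300 mM NaCl than at 0 mM NaCl. The cause of the differences below was not tested. Over all settings apart from left-out libraries, 3370 of the values of named genes kept their direction and their side of the threshold, 41 passed it only there, 28 no longer passed and 6 turned. With libraries left out these were 2873, 16, 135 and 0. RLE size factors, DESeq2 with or without its beta prior, no filter, the filter of 10 counts, RNA genes left out and only 2 groups in the model left every DEG count within a factor of 1.5 of the value of edgeR with TMM scaling, and the comparison of only 2 groups gives no shared counts and no difference of responses.

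With library sizes only, WT had 1036 up and 128 down with salt, Syn7942/Δsps-ect 1150 up and 82 down, and 820 and 56 were shared. Between the strains, 71 were down at 0 mM NaCl, and 18 up and 98 down at 300 mM NaCl. In that setting the log2 fold changes of Synpcc7942_1682, Synpcc7942_1687, Synpcc7942_1722 and Synpcc7942_0808 with salt in Syn7942/Δsps-ect turned to 0.25, 0.41, 0.51 and 0.25, that of Synpcc7942_0806 between the strains at 0 mM NaCl to -0.12 and that of Synpcc7942_0810 at 300 mM NaCl to -0.11, and the camera adjusted p of the nitrogen list in Syn7942/Δsps-ect was 0.0532. With limma-voom, 18 genes were down at 0 mM NaCl between the strains, 59 up and 106 down at 300 mM NaCl, and 77 and 131 salt responses were higher and lower in Syn7942/Δsps-ect. At an unadjusted p, 24 up and 22 down were found between the strains at 0 mM NaCl, and 76 responses were higher. Without the fold threshold, there were 815 up and 802 down in WT, 769 up and 690 down in Syn7942/Δsps-ect, 44 up and 26 down and 388 up and 248 down between the strains at 0 and 300 mM NaCl, 115 and 116 differences of response, and 547 and 524 shared. With genes over 1% of counts left out, there were 253 up and 325 down in WT, 207 up and 292 down in Syn7942/Δsps-ect, 14 up and 9 down and 31 up and 60 down between the strains and 53 and 70 differences of response.

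With an estimated correlation, camera gave an adjusted p of 0.67 (WT) and 0.74 (Syn7942/Δsps-ect) for nitrogen uptake and assimilation, 0.67 and 0.763 for ATP synthase and 0.311 for chaperones in WT. Between the strains at 300 mM NaCl it gave 0.134 for sulfate and thiosulfate uptake, 0.346 for molybdenum and 0.67 for ABC transporters, and for the difference of responses 0.134 for sulfate and thiosulfate uptake and 0.438 for Rubisco and carbon concentration. The setting leaves the fold changes as they are, but it moves more than the correlation between genes. For chaperones in WT the estimated correlation was 0.00545, below the preset 0.01. Their camera p before adjustment still went from 0.00155 to 0.0105. A failure with an estimated correlation is thus not by itself a sign that the genes of a list are correlated.

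The replicate numbers did not pair the libraries. Deviations from the group means correlated at -0.279 to 0.193 (median -0.01) over 18 pairs of equal number and at -0.385 to 0.335 over 36 other pairs, so not every library correlated best with its own number. With the replicate number as a block (replicate block), there were 272 up and 331 down in WT, 209 up and 306 down in Syn7942/Δsps-ect, 12 up and 8 down and 26 up and 64 down between the strains, and the camera adjusted p of sulfate and thiosulfate uptake in WT was 0.0496. Named genes that passed without the block had an adjusted p of 0.0511 for Synpcc7942_0623, 0.0511 for Synpcc7942_2091 and 0.0745 for Synpcc7942_1423 between the strains at 0 mM NaCl, 0.0643 for Synpcc7942_2093 at 300 mM NaCl, 0.0563 for Synpcc7942_1688 with salt in Syn7942/Δsps-ect, and 0.0805 for Synpcc7942_1687 and 0.0635 for Synpcc7942_1722 for the difference of responses, while Synpcc7942_1682 with salt in Syn7942/Δsps-ect passed with it (0.0471).

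Leaving out 1 library at a time gave the following ranges. With salt, every count of DEGs in WT, in Syn7942/Δsps-ect and shared by both stayed within a factor of 1.5. Between the strains, up and down counts were 8 to 29 and 5 to 33 at 0 mM NaCl (WT replicates 2 and 3 at 0 mM NaCl at the ends) and 22 to 57 and 51 to 143 at 300 mM NaCl (Syn7942/Δsps-ect replicates 3 and 1 at 300 mM NaCl). Higher and lower responses were 19 to 73 and 43 to 160. The camera adjusted p was 1.84e-05 to 0.0649 for nitrogen and 0.0018 to 0.0679 for ATP synthase in Syn7942/Δsps-ect, 0.038 to 0.157 for sulfate and thiosulfate uptake in WT and 0.0152 to 0.0886 for ABC transporters between the strains at 300 mM NaCl. The comparison of 3 against 3 libraries limits what can be said of small changes.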

Differences from the paper's values

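The counts here use the paper's fold threshold with an adjusted p, while the paper does not state whether its p was adjusted. Between Syn7942/Δsps-ect and WT at 0 mM NaCl, 24 DEGs were found here and 11 in the paper. Of the 25 alternatives set before the data were examined, the value came within a factor of 1.5 of the paper's without WT replicate 2 (13) and without Syn7942/Δsps-ect replicate 2 (16) at 0 mM NaCl, and under none of the other 23, which gave 20 (the filter of 10 counts) to 85 (library sizes only). At 300 mM NaCl, 33 genes were up-regulated here and 19 in the paper. The value came within it for library sizes only (18), DESeq2 with its beta prior and an adjusted p (28), RNA genes left out (28), only the 2 groups compared (27), the replicate block (26), WT replicate 1, 2 or 3 at 300 mM NaCl left out (26, 28 and 23) and Syn7942/Δsps-ect replicate 2 or 3 at 300 mM NaCl left out (23 and 22), and not under the other 15, which gave 29 (the filter of 10 counts) to 388 (no fold threshold). Down-regulated genes numbered 62 here and 39 in the paper. The value came within it for DESeq2 with its beta prior with either p (52), at least 10 counts in every library (42), and without WT replicate 3 (52) or Syn7942/Δsps-ect replicate 2 or 3 (56 and 51) at 300 mM NaCl, and not under the other 19, which gave 59 (without Syn7942/Δsps-ect replicate 1 at 0 mM NaCl) to 248 (no fold threshold).

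For Synpcc7942_2016, the fold with salt was 1.42 in WT and 2.18 in Syn7942/Δsps-ect, where the paper gives more than 8. None of the 25 alternatives came within it. The largest, with library sizes only, were 3.12 and 5.13. The deposited table describes this gene as photosystem II PsbX, and the transporter gene Synpcc7942_2106 had log2 fold changes of 5.32 and 4.14. The paper gives more than 16 M mapped reads per library, and the smallest total of the deposited counts was 5.06 M. The table holds counts assigned to genes and not mapped reads, so the 2 values are on different scales, and no alternative applies.

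The paper states that Synpcc7942_0247 was up-regulated in both strains. In Syn7942/Δsps-ect it had 0.49 (adjusted p = 0.159) in edgeR, and passed with library sizes only (1.71) and, at an adjusted p of 0.0409, without Syn7942/Δsps-ect replicate 3 at 300 mM NaCl. The deposited table describes it as an amino acid permease, and Synpcc7942_1244 and Synpcc7942_1312 as ATPases rather than ATP synthase subunits. The paper states that up-regulated genes of Syn7942/Δsps-ect with salt were enriched in glycolysis, where the list of the Calvin cycle, glycolysis and pentose phosphate pathway had a Fisher adjusted p of 0.323. It states enrichment of signal transduction among genes that fell, where the adjusted p was 1 in WT and 0.26 in Syn7942/Δsps-ect, and of chaperones and folding catalysts, where it was 0.201 and 0.135 while the camera test gave 0.0148 in WT (adjusted p = 0.311 with an estimated correlation) and 0.225 in Syn7942/Δsps-ect. The lists here are not KEGG maps, and these p-values were adjusted over all lists and contrasts. Before adjustment, the one-sided Fisher exact test gave p = 0.037 for the glycolysis list in Syn7942/Δsps-ect. For signal transduction it gave 0.212 in WT and 0.0198 in Syn7942/Δsps-ect, and for chaperones 0.0115 and 0.00708. The paper states that sulfur metabolism was also raised by salt in Syn7942/Δsps-ect. Of its 7 sulfur genes, 0 [0, 0, 0] were higher and 3 lower there at an adjusted p under 0.05 (0 and 5 adjusted over the list alone; 1 of the lower genes, Synpcc7942_1688, did not pass in 8 of 12 fits that left out 1 library or by limma-voom), where square brackets give the unadjusted p, DESeq2 and limma-voom, and 1 higher and 1 lower with library sizes only. The study chose these 7 genes as lower in Syn7942/Δsps-ect than in WT at 300 mM NaCl, which favours low values there. Their count is thus not independent evidence, and the paper's statement refers to KEGG enrichment. Of the 18 genes of sulfur assimilation, 4 rose and 7 fell in Syn7942/Δsps-ect, a split that turned with library sizes only. The paper states that up-regulated genes of Syn7942/Δsps-ect against WT at 300 mM NaCl were enriched in no pathway, where the molybdenum list had a Fisher adjusted p of 0.00649. That list holds the pair of genes the study chose on these samples, so its result is not independent evidence. Its camera test gave an adjusted p of 0.0226, and 0.346 with an estimated correlation. The paper states that the region from Synpcc7942_2203 to Synpcc7942_2235 was not induced, where 20 of its 33 genes were higher in WT (20 adjusted over the list alone) and 2 passed the fold threshold. Over all tested genes, 815 of 2667 were higher in WT. The region's camera adjusted p was 0.0167 in WT, and 0.763 with an estimated correlation. Fisher's exact test for up-regulated genes gave p = 0.858 before adjustment. In Syn7942/Δsps-ect 11 genes were higher and 4 lower, with 0 past the fold threshold (camera adjusted p = 0.282).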

Other observations

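In WT, genes of the terminal oxidases, which pass electrons to oxygen, fell at 300 mM NaCl relative to the median gene in 4 of 5 cases, while with library sizes only 2 fell and 1 rose (4 fell adjusted over the list alone; camera adjusted p = 0.0337, adjusted p = 0.67 with an estimated correlation). Synpcc7942_2604 and Synpcc7942_2602, subunits of cytochrome c oxidase, had log2 fold changes of -5.15 (standard error 0.41, adjusted p = 3.21e-07) and -2.07 (standard error 0.25, adjusted p = 1.03e-05) in edgeR, and Synpcc7942_0202 had -1.47, with an adjusted p of 0.25 with library sizes only. In Syn7942/Δsps-ect, 3 fell (3 adjusted over the list alone; camera adjusted p = 0.0963). Among the genes of phosphate uptake, for which the camera test did not pass in WT (adjusted p = 0.36), Synpcc7942_2441 had -1.72 (standard error 0.28, adjusted p = 0.000133) and Synpcc7942_1392 had -3.49 (standard error 0.49, adjusted p = 3.52e-05), and the former had an adjusted p of 0.0601 with library sizes only. Genes of type IV pili, which serve DNA uptake and movement, included Synpcc7942_2479 at -2.29 (standard error 0.22, adjusted p = 1.67e-06) and Synpcc7942_0049 at -2.96 (standard error 0.31, adjusted p = 2.74e-06) in WT.

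Further lists are given as numbers of genes higher and lower with salt by edgeR, in parentheses adjusted over the list alone and, after the semicolon, with library sizes only, and in square brackets after a 0 at an unadjusted p, by DESeq2 and by limma-voom. These were 1 and 4 (1 and 4; 3 and 1) in WT and 1 and 5 (1 and 5; 2 and 3) in Syn7942/Δsps-ect for 7 genes of phosphate uptake and 1 and 5 (1 and 5; 7 and 5) in WT and 1 and 6 (1 and 6; 6 and 2) in Syn7942/Δsps-ect for 13 genes of pili. For photosynthesis they were 5 and 1 (5 and 1; 9 and 0) in WT and 4 and 1 (3 and 1; 8 and 0) in Syn7942/Δsps-ect for 10 photosystem I genes, 6 and 6 (6 and 6; 19 and 3) in WT and 6 and 7 (6 and 8; 18 and 2) in Syn7942/Δsps-ect for 24 photosystem II genes and 5 and 1 (5 and 1; 11 and 0) in WT and 5 and 0 [0, 0, 1] (4 and 0; 11 and 0) in Syn7942/Δsps-ect for 12 genes of cytochrome b6f and soluble carriers. For the aspartate family of amino acids, from which ectoine is made, they were 7 and 2 (7 and 3; 8 and 1) in WT and 4 and 1 (4 and 2; 8 and 0) in Syn7942/Δsps-ect for 10 genes. They were 9 and 10 (10 and 10; 17 and 3) in WT and 9 and 13 (9 and 13; 18 and 6) in Syn7942/Δsps-ect for 29 genes of oxidative stress defence, 3 and 7 (3 and 7; 8 and 3) in WT and 5 and 6 (5 and 6; 10 and 3) in Syn7942/Δsps-ect for 15 genes of RNA polymerase and sigma factors and 3 and 5 (2 and 5; 17 and 1) in WT and 2 and 9 (2 and 9; 12 and 4) in Syn7942/Δsps-ect for 24 genes of cation transport. The rest were 2 and 3 (2 and 3; 9 and 1) in WT and 2 and 8 (3 and 8; 6 and 0) in Syn7942/Δsps-ect for 15 phage and toxin genes, 3 and 3 (4 and 4; 5 and 2) in WT and 3 and 2 (3 and 2; 5 and 0) in Syn7942/Δsps-ect for 9 chemotaxis-like genes, 0 [0, 0, 0] and 2 (0 and 2; 3 and 0) in WT and 0 [0, 0, 0] and 1 (0 and 1; 4 and 0) in Syn7942/Δsps-ect for 5 clock genes, 0 [0, 0, 0] and 0 [0, 0, 0] (0 and 0; 2 and 0) in WT and 1 and 1 (1 and 1; 1 and 0) in Syn7942/Δsps-ect for 3 high light inducible genes, 4 and 4 (1 and 2; 13 and 1) in WT and 5 and 3 (4 and 3; 19 and 1) in Syn7942/Δsps-ect for 23 tRNA genes and 1 and 1 (1 and 1; 1 and 0) in WT and 0 [0, 0, 0] and 1 (0 and 1; 0 and 0) in Syn7942/Δsps-ect for 2 rRNA genes. No camera test of these lists passed with an estimated correlation.

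For the difference between the salt responses, genes lower and higher in Syn7942/Δsps-ect were 5 and 0 [2, 0, 1] of 24 in cation transport (7 and 0 adjusted over the list alone; camera adjusted p = 0.00556, adjusted p = 0.57 with an estimated correlation), and 3 and 0 [1, 0, 0] of 20 in the NADH dehydrogenase complex (3 and 0 adjusted over the list alone; camera adjusted p = 0.0145, adjusted p = 0.67 with an estimated correlation), of which the called members include Synpcc7942_2091 and Synpcc7942_2092. In WT at 0 mM NaCl, Synpcc7942_2093 had 151, 239 and 774 CPM in replicates 1, 2 and 3, so replicate 3 was the highest of these 3 libraries. The number of splits of 3 against 3 libraries is 10, too few for a share under 0.05. The real split called 602 and the highest other 0 in WT with salt, 521 and 0 in Syn7942/Δsps-ect with salt, 24 and 0 between the strains at 0 mM NaCl and 95 and 1 at 300 mM NaCl.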
